# *Solanum torvum* responses to the root-knot nematode *Meloidogyne incognita*

**DOI:** 10.1186/1471-2164-14-540

**Published:** 2013-08-09

**Authors:** Paolo Bagnaresi, Tea Sala, Tiziana Irdani, Cristina Scotto, Antonella Lamontanara, Massimiliano Beretta, Giuseppe Leonardo Rotino, Sara Sestili, Luigi Cattivelli, Emidio Sabatini

**Keywords:** Torvum, Nematode resistance, 454 pyrosequencing, Microarray, Heterologous hybridizations

## Abstract

**Background:**

*Solanum torvum* Sw is worldwide employed as rootstock for eggplant cultivation because of its vigour and resistance/tolerance to the most serious soil-borne diseases as bacterial, fungal wilts and root-knot nematodes. The little information on *Solanum torvum* (hereafter Torvum) resistance mechanisms, is mostly attributable to the lack of genomic tools (e.g. dedicated microarray) as well as to the paucity of database information limiting high-throughput expression studies in Torvum.

**Results:**

As a first step towards transcriptome profiling of Torvum inoculated with the nematode *M. incognita*, we built a Torvum 3’ transcript catalogue. One-quarter of a 454 full run resulted in 205,591 quality-filtered reads. *De novo* assembly yielded 24,922 contigs and 11,875 singletons. Similarity searches of the *S. torvum* transcript tags catalogue produced 12,344 annotations. A 30,0000 features custom combimatrix chip was then designed and microarray hybridizations were conducted for both control and 14 dpi (day post inoculation) with *Meloidogyne incognita-*infected roots samples resulting in 390 differentially expressed genes (DEG). We also tested the chip with samples from the phylogenetically-related nematode-susceptible eggplant species *Solanum melongena*. An in-silico validation strategy was developed based on assessment of sequence similarity among Torvum probes and eggplant expressed sequences available in public repositories. GO term enrichment analyses with the 390 Torvum DEG revealed enhancement of several processes as chitin catabolism and sesquiterpenoids biosynthesis, while no GO term enrichment was found with eggplant DEG.

The genes identified from *S. torvum* catalogue, bearing high similarity to known nematode resistance genes, were further investigated in view of their potential role in the nematode resistance mechanism.

**Conclusions:**

By combining 454 pyrosequencing and microarray technology we were able to conduct a cost-effective global transcriptome profiling in a non-model species. In addition, the development of an *in silico* validation strategy allowed to further extend the use of the custom chip to a related species and to assess by comparison the expression of selected genes without major concerns of artifacts. The expression profiling of *S. torvum* responses to nematode infection points to sesquiterpenoids and chitinases as major effectors of nematode resistance*.* The availability of the long sequence tags in *S. torvum* catalogue will allow precise identification of active nematocide/nematostatic compounds and associated enzymes posing the basis for exploitation of these resistance mechanisms in other species.

## Background

*Solanum torvum* Sw (hereafter Torvum) is worldwide employed as rootstock for eggplant cultivation because of its vigor and resistance/tolerance to heavy metal- and salt-contaminated soil and, specially, to the most serious soil-borne diseases (i.e. bacterial, fungal wilts and root-knot nematodes) [1]. However, despite the fact that identification of the effectors of Torvum resistance would be extremely valuable for other solanaceous crops, particularly eggplant, very little studies have been conducted to date regarding Torvum resistance mechanism and have mainly dealt with its resistance to bacteria [2]. This scenario is mostly attributable to the paucity of database information on Torvum which, in turn is a consequence of the lack of high-throughput genomic tools (e.g. dedicated microarray SNP panels and genome sequencing)).

Few expression databases were available for Torvum. Only recently, 6,296 unigenes from Torvum cv. Torubamubiga, a low cadmium (Cd)-accumulating variety, have been obtained in the context of studies on Cd acclimation process [3]. This gene catalogue represents a significant improvement in terms of sequence information; however, given the current high-throughput standards, is unsuitable to pose the basis for global transcript profiling (e.g. to design probes for a comprehensive chip) due to its small size.

An approach to overcome such typical non-model species constraints would be undertaking an RNA-sequencing approach, since no prior knowledge of transcript sequences is mandatory. An alternative is represented by microarray hybridizations, a robust and well-assessed technique, about ten-fold less expensive per sample when compared to the cheapest RNA-Seq approaches [4]. Microarray can be considered as a viable alternative to RNA-Seq provided that the number of available sequences for the species of interest is considered satisfactory. Thus, in order to extend the number of probes for Torvum, we combined 454-based pyrosequencing with microarrays as reported by [5]. A further example of this strategy has been recently presented [6].

Root-knot nematodes, Meloidogyne spp. determine substantial losses on horticultural and field crops [7]. In the tropical and sub-tropical regions, crop production losses due to nematodes were estimated at 14.6% compared with 8.8% in developed countries [8]. The American Phytopathological Society has reported that root-knot nematodes are the most common and destructive nematode pathogens, accounting for an estimated of 14% of all worldwide plant losses, which translates into almost $ 100 billion dollars annually [9].

*Meloidogyne incognita* belongs to the order Tylenchida, a very large and diverse group of nematodes, which contains a majority of the known plant parasitic species. Representatives of this order have a worldwide distribution and are encountered more frequently than any other group of nematodes. Within Tylenchida, members of the family Heteroderidae are by far the most damaging to world agriculture, among which the root knot nematodes (RKN) (Meloidogyne spp.) and the cyst nematodes (Globodera spp. and Heterodera spp). To date, more than 80 RKN species are described, and M. incognita is unquestionably the most important one in terms of distribution and damages. Nematodes establish complex interactions with hosts, and, upon successful infection, cause the reprogramming of host cell developing structures as multinucleate giant feeding cells. More than 400 proteins have been found to be secreted by M. incognita [10] and several of these proteins are thought to play a role in modulating infection and reprogramming host metabolism.

Nematode Resistant (Nem-R) genes are an obvious topic of interest for crop protection. The first cloned Nem-R gene was the sugar beet Hs1pro-1 conferring resistance against the sugar beet cyst nematode [11]. However, Hs1pro-1 appears poorly related to typical plant R genes. Several other Nem-R genes (e.g. Mi-1, Hero A, Gpa2 and Gro1-4, all cloned from tomato or potato relatives) belong to the NBS-LRR class of R-genes [12]. With respect to the subclass of RKN R-genes (RKN-R), few resistance genes have been identified and only two have been cloned, namely Mi-1 from tomato [13] and, very recently, Ma from the Myrobalan plum Prunus cerasifera [14]. Both Mi-1 and Ma confer broad-spectrum resistance against several root knot nematode. Not only a single pathogen-related gene in response to nematodes attack is described in the literature. More than one major gene is often involved in the resistance mechanisms commonly referred as horizontal resistance.

Wang *et al.*[15] identified one major recessive gene with strong additive effect against *M. incognita* in cotton, together with a major QTL with strong dominant effect in different crosses using different resistance sources. Transgressive segregation was previously documented from the same authors [16] as an epistatic interaction that strengthened the resistance phenotype. The determinants of Torvum resistance to nematodes are yet to be identified, and, in particular, the contribution of a specific gene-for-gene interaction rather than an horizontal, quantitative resistance, or even a “non-host” resistance phenomena (or a combination of these mechanisms) is far from being clear.

A number of studies have investigated transcriptional changes of *M. incognita*-challenged compatible and incompatible plants in a variety of species. Two early studies described the transcript profiling of about 900 transporter genes in *A thaliana*[17] and of 1,547 selected genes in tomato [18]. The latter work was carried out on resistant and susceptible tomato genotypes and, by comparing transcript abundance patterns over a time-course, several clusters of genes associated to compatible and incompatible interactions were accurately defined. Furthermore, a glycosyltransferase was shown to be necessary for conferring the resistant phenotype [18].

A larger number of genes (22,089) was tested by Jammes et al. [19] in Arabidopsis, using giant cell-enriched root tissues infected by *M. incognita* along three time-points. About 3,000 genes were called as differentially expressed between uninfected root tissues and galls at different developmental stages. Major classes of modulated genes included metabolism-associated genes and transcription factors. A substantial down-regulation of defense genes, including phenylpropanoids, was found.

More recently [20], the expression profiling of about 2,000 genes from EST libraries obtained from *M. incognita*-challenged resistant and susceptible cotton varieties, revealed differential modulation in resistant and susceptible genotypes of genes falling in the broad categories of pathogen recognition, signal transduction and pathogen defense. This latter category included superoxide dismutases, chitinases and isoflavone reductases. A further recent work [21] have described the changes in the soybean transcriptome using the Affymetrix^®^ Soybean Genome Array (37,500 genes) in galls formed in *M. incognita*-challenged roots at 12 days and 10 weeks after infection. Genes encoding enzymes involved in carbohydrate and cell wall metabolism, cell-cycle control and plant defense were significantly modulated. Among plant defense genes, several lipoxygenases, pathogenesis-related proteins and phenylpropanoid genes were found to be differentially expressed.

The aim of this work was, by global transcriptome profiling, getting insights on the mechanisms underpinning Torvum resistance against *M. incognita*. Toward this end, we deployed an approach which takes advantage of both Next generation sequencing (NGS) and microarray techniques. In particular, we targeted previously uncharacterized transcripts by RNA-Seq and exploited reliability and cost-effectiveness of well established microarray technologies for transcript quantification. We also explored the “chip extension” procedure, an approach allowing to increase the reliability of heterologous hybridizations by defining subset of probes less likely to be prone to expression artifacts. The availability of a 3′ transcript catalogue for Torvum and transcript profiling upon nematode infection provides molecular tools for identifying Torvum resistance mechanism.

## Results and discussion

### De novo assembly

Since only 6,296 unigenes from Torvum are available to date [3], we undertook an RNA-Seq pyrosequencing approach (454-GS-FLX technology with Titanium chemistry) to extend the number of Torvum genes and thus pose the basis to perform a global transcriptome profiling in a cost-effective manner. According to [5] we produced a comprehensive normalized catalogue of the 3’ mRNA regions (500–600 bp) tailored at the generation of a custom chip. As starting material, Torvum roots were subjected to a wide range of environmental stresses (see Materials and Methods) to maximize the number of expressed genes. Sequencing was confined to the 3’ in order to: i) minimize the number of 454 reads mapping to the same transcript but assembling in different contigs due to the lack of uniform coverage in low-abundance transcripts (e.g. transcripts where reads do map towards 5’ and 3’ regions but not in intervening region of the same RNA molecule); ii) allow for designing highly specific probes by encompassing 3’ regions which are known to be subjected to lower selection pressure. The library was normalized as this treatment has been shown to greatly improve rare transcript coverage as well as other quality features [5]. One-quarter of the 454 plate was used to sequence the normalized 3’cDNA library yielding 205,591 reads with an average length of 356 bases for a total of (trimmed and quality-filtered) 73,266,807 bases.

Assuming an average number of transcripts of 30,000 with an average length of 2 Kb and thus a transcriptome length of 60 Mb, an yield of 73 Mb confined to 500–600 bp at the 3’ regions represents a coverage of about 4x. This coverage, while not exhaustive, poses the basis, at least within the context of a normalized library, for quantification of a high number of transcripts in comparison to the few thousands of unigenes to date available for Torvum.

*De novo* assembly of Torvum reads was undertaken with MIRA 3.0.5 [22]. The assembly led to 24,922 contigs plus 11,875 singletons (Table 1). Various parameters including N50 were calculated to describe the average size of the contigs. In Additional file 1, the distribution of contig length (panel a) and contig coverage (panel b) is shown. As a consequence of our 3’ sequencing design, the most enriched bin for unigenes (contigs plus singletons) was, as expected, in the 500–600 bp region. Contig coverage (average number of reads per contig) was relatively uniform as a result of the normalization step [5].

**Table 1:** Summary of Torvum assembly

**Total reads**	**205.591**
N° of reads assembled	161.636
N° of singlets	11.875
Contigs	24.922
Total unigenes (contigs plus singletons)	36.797
Discarded reads	43.955
N10 contig size	715
N25 contig size	627
N50 contig size	514
N90 contig size	386
N95 contig size	327

To further assess the assembly, we compared the contigs plus singletons (hereafter referred to as Torvum unigenes) against selected public assemblies, including the recently released 6,296 unigene catalogue from *Solanum torvum* cv. Torubamubiga [3]. Further queried databases (as detailed in Materials and Methods) were the current releases in TC database from the phylogenetically related species eggplant (25,443 unigenes), tobacco (116,964), tomato (52,502), potato (62,330) and pepper (32,399). At last, we tested Arabidopsis (112,827 unigenes) as a phylogenetically distant reference. As expected, a limited number of Torvum queries showed hits against the small (6,296 unigenes) Torvum Torubamubiga dataset (about 40% of queries at E10^-6^), while the larger TC solanaceous datasets as potato, tomato, eggplant and tobacco exhibited between 70 and 80% hits. However, when these results are corrected for the number of entries of the queried databases (percent hits divided by number of entries in queried database), eggplant and *S. Torvum* cv. Torubamubiga clearly emerged as the most correlated to Torvum database. On the other hand, the phylogenetically distant species Arabidopsis shows a barely detectable ratio of percent hits to database extent (data not shown).

Overall, the blast data closely mirror known phylogenetic relationships within solanaceous species [23,24] with Torvum having its closest counterpart in eggplant and, in order of decreasing relatedness, potato, tomato, pepper and tobacco. Noteworthy, at an Expect value of 10^-6^, more than 60% of Torvum unigenes had no hits against cv. Torubamubiga database, indicating that a majority of Torvum unigenes in our catalogue are not represented in the small Torubamubiga dataset (6,296 unigenes). On the other hand, when Torubamubiga database was queried against our Torvum unigene catalogue, only 18% of the 6,296 Torubamubiga unigenes had no hits, indicating that our Torvum transcript tags catalogue is likely to represent the most complete dataset for Torvum available to date.

### Custom chip design

OligoArray 2.1 software [25] was used to compute gene-specific oligonucleotides corresponding to Torvum unigenes. OligoArray output, besides microarray design, provides hints on the quality (e.g. degree of redundancy) of input sequences by declaring how many specific probes can be designed based on input sequences. About 80% of oligos (30,162 out of 36,797 unigenes) turned out to be specific for one Torvum unigene, while 15% oligos were specific for 1–3 unigenes, (Additional file 2) indicating efficient normalization and substantial lack of redundancy in the Torvum unigene set. A final filtering step over Torvum unigenes was conducted to exclude the less specific probes (i.e., those corresponding to unigenes for which oligoarray could not design a strictly specific probe and would thus hybridize with more than one target). This also allowed to contain the number of probes in the chip to maximum 30,000, consistent with a triplicate probe layout in the 90k-features Combimatrix chip design. The final layout consisted in 24,394 probes representative of contigs and 5,606 probes derived from singletons. The significant reduction (more than 50%) of singleton representation in the final chip layout likely reflects the constraints experienced by oligoarray software in designing specific probes for singletons due to the shorter length and/or lower qualities of sequences when compared to contigs.

### Differentially expressed genes in nematode-infected Torvum

Two-months-old Torvum plants were infected with *Meloidogyne incognita* and left to proceed for 14 days. Neither root-galls (RG) nor egg-masses (EM) were never collected on Torvum stained root (RG-index = 0, EM = 0) even in longer infection stages (60 dpi).

Torvum RNA samples (three biological replicates for both control and inoculated roots) were used for array hybridizations. 

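For Torvum, the wild *Solanum* used as a nematode-resistant rootstock, 6 arrays were analysed, 3 of control roots and 3 of roots sampled 14 days after inoculation with *M. incognita*. The study's inoculation section gives 14 days for control plants of Torvum as well, whereas its RNA section names 0 and 14 days without stating which samples were taken at 0. Each RNA sample was hybridized in 1 colour to a CombiMatrix chip with 3 spots for each of 30000 unigene probes of 35 to 40 bases. The scanner's spot intensities were the starting values, and the paper's text does not name the background correction or normalization that the authors applied to them. Local background was removed here with limma's normexp method (offset of 50) over all 94928 spots of an array. Control spots and spots marked bad by the scanner software were left out, the spots of a probe were averaged on the log2 scale, and the 12 arrays of both species were quantile normalised together. The 23281 unigenes of the authors' table of expression values were then tested with limma, and a unigene was called at a change of at least 2-fold and a Benjamini-Hochberg adjusted p of at most 0.1. Median spot intensity was 609 to 1112 per Torvum array over a median local background of 55 to 163. Negative-control spots were also bright, with medians of 419 to 932, and 36.5 to 54.8% of unigene probes (mean 45.4%) lay above the 95th percentile of these controls on a Torvum array. The number of arrays limits the precision of every value. The array headers carry 3 chip codes and 4 scan days for the 12 arrays of both species. Each chip took 1 control and 1 infected Torvum sample, whereas only scan day 4 held Torvum arrays of both conditions.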

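Control and infected roots of Torvum gave closely related profiles across the 23281 unigenes. Pearson's r between replicate arrays of the same condition ran from 0.859 to 0.966 on the linear scale, with a mean of 0.918 (SD 0.0387, 6 pairs). Arrays of control against infected roots had an r of 0.811 to 0.939 (9 pairs), so the ranges overlapped. On the log2 scale the replicate pairs had an r of 0.894 to 0.964. These are correlations across unigenes within pairs of arrays, and unigenes are not independent replicates.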

Pearson correlation coefficients for biological replicates were all above 0,85 (Additional file 3). Genes were considered differentially expressed if exhibiting at least a 2-fold change and a False Discovery Rate (FDR) <= 0.1. Figure 1 depicts transcript abundance values in control *vs.* infected roots as MA-plot. Differentially expressed genes (DEG) fulfilling the two criteria (390 genes) are plotted in red. 

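In infected Torvum roots 63 unigenes rose and 109 fell at the study's thresholds, out of 23281 tested (limma, n = 3 control and 3 infected arrays). Among the described unigenes that rose most were tor5_c10518, an uncharacterised protein (log2 fold change 2.37, SE 0.23, adjusted p = 0.003), and tor5_c2262, a pathogenesis-related protein 1 (1.88, SE 0.37, adjusted p = 0.044). Among those that fell most were tor5_c16843, a cellulose synthase-like protein (-2.02, SE 0.24, adjusted p = 0.00381), tor5_c5754, a peroxidase (-2.00, SE 0.22, adjusted p = 0.00381), and tor5_rep_c7942, a flavonoid glucosyltransferase (-1.91, SE 0.28, adjusted p = 0.0122). The largest called rises belonged to tor5_rep_c1765 (3.44), tor5_rep_c17401 (3.13) and tor5_rep_c716 (2.77), and the largest called fall to tor5_c2772 (-2.48), none of which has a description, as is the case for 55.2% of the called unigenes. The changes of tor5_c10518, tor5_rep_c716 and tor5_rep_c7942 are not exact, since their probes were above the negative controls on 0 of 3 control, control and infected arrays. Within chips 1, 2 and 3 the median change of the called rises was 1.57, 1.19 and 1.31 and that of the called falls -1.17, -1.57 and -1.09, and within scan day 4 the medians were 1.52 and -1.46, all from the arrays that gave the calls and so not independent evidence. With the chip as a block 95 unigenes were higher and 143 lower. The scan day as a block was an alternative chosen after seeing the data. With it the change in Torvum, here and below, is that between 1 control and 1 infected array of day 4. Calls kept or lost in Torvum under that block therefore rest on 1 array per condition. Without background correction 74 were called, with plain subtraction 91 and on the authors' own table of expression values 98. Leaving out control array 1 or infected array 3 left 101 and 78 called unigenes, without infected array 1 more were higher (92) than lower (69), and tor5_c2262 missed the threshold on the authors' table and without control array 1 or 2 or infected array 2 or 3. Of the unigenes in the study's own list of Torvum DEGs, 164 passed here, all in the listed direction. Markers of other sources of RNA gave no call in infected Torvum for 6 unigenes with a nematode or other animal best hit, 24 with a fungal best hit, 6 of green tissue and 13 of dividing cells. Of these lists 0, 2, 4 and 5 unigenes were above the negative controls in any group. For the others a missing call need not mean missing RNA. Of 6 unigenes listed for the plant mitochondrial genome, a vacuolar ATPase subunit among them, tor5_c19665 was called higher (1.34, adjusted p = 0.062), and cytochrome b tor5_rep_c9995 (1.15) and cytochrome c oxidase subunit III tor5_s30424 (1.05, adjusted p = 0.123) rose without passing, all named after their values were seen.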

The full list of DEG accompanied by expression ratio, FDR values, blast hits, Blast2GO annotations and GO mappings are reported in Additional file 4.

**Figure 1:**
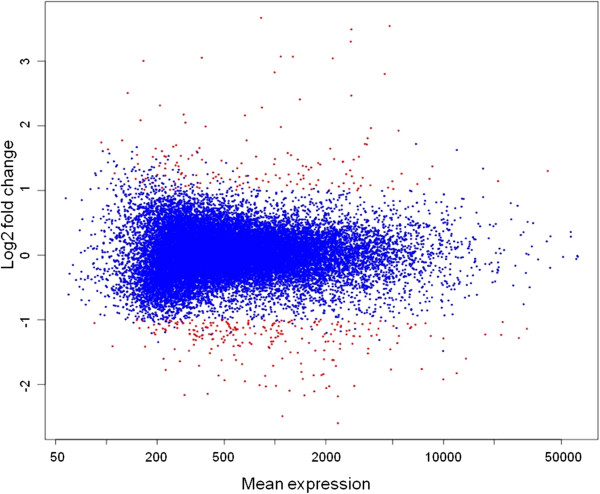
**Overview of Torvum transcriptional changes upon nematode infection.** The MA-plot represents mean expression values plotted *versus* log2 fold changes. Called DEGs (fold change > 2 and FDR < 0.1) are plotted in red.

### Annotation of Torvum gene catalogue

The software suite Blast2GO [26] was used to annotate Torvum unigenes. As a first blast step, we run BlastX against NCBI non-redundant database using as query the 23,284 unigenes included in the chip layout for which an hybridization signal could be obtained. A total of 71,474 GO annotations were retrieved. The full catalogue of Torvum genes including Blast2GO annotations and complementary information (i.e. blast hit description for transcripts below Blast2GO annotation threshold) are available in Additional file 5, while the full set of Torvum unigene sequences (ID of contigs plus singletons and transcript sequences) is provided in fasta format in Additional file 6.

### Go enrichment analysis of torvum DEG genes

Major expression trends in infected Torvum were investigated to test whether the 390 DEGs could be grouped in some enriched GO terms. Towards this end, we used as a reference set the 12,344 annotations obtained with Blast2GO and as test set the 390 DEGs. The Fisher’s exact test results (FDR <= 0.1) for the entire set of enriched GO terms and corresponding Torvum unigenes is reported in Additional file 7. In Figure 2, the most specific enriched terms are combined in a chart. Among enriched GO terms, several fall within a generalized biotic stress, namely “cell wall macromolecule metabolic processes”, “extracellular region”, “response to stress”, “polysaccharide catabolic process” and “response to fungus”. 

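Pathogenesis-related proteins, which accumulate in attacked plant tissue, were the group with the most rises. Of 10 such unigenes among the study's Torvum DEGs 8 rose and 0 fell (8 and 0 when adjusted over the list alone), among them a PR-10 protein, tor5_rep_c268 (log2 fold change 1.38, SE 0.23, adjusted p = 0.0244), an osmotin-like protein, tor5_c9307 (1.14, SE 0.19, adjusted p = 0.0191), and a protein similar to STS14, tor5_s36552 (1.59, SE 0.33, adjusted p = 0.0599). Heat shock proteins, the chaperones of stressed cells, went the other way, with 6 of 8 lower and 0 higher (7 lower when adjusted over the list alone). The 70 kDa protein tor5_c5291 fell by 1.63 (log2, SE 0.22, adjusted p = 0.0079) and the small heat shock protein tor5_s26303 by 1.42 (log2 fold change -1.42, SE 0.21, adjusted p = 0.0122), the first to a level not above the negative controls on any infected array. Protease inhibitors moved both ways, as inhibitor II tor5_rep_c83 rose (1.78, SE 0.39, adjusted p = 0.0748) and the trypsin inhibitor tor5_rep_c17063 fell (-1.30, SE 0.25, adjusted p = 0.0429), 1 of 5 in each direction (1 higher and 2 lower when adjusted over the list alone). These lists were taken from the study's own DEGs, so their directions are not independent evidence. Of the 16 unigenes annotated with chitin binding 4 rose and 1 fell, and of the 24 with polysaccharide binding the same counts were found, in both cases unchanged when adjusted over the list alone. The chitin binding list ranked higher than other unigenes (camera p = 0.00683, but p = 0.0545 with an estimated correlation), as did polysaccharide binding (camera p = 0.0385, but p = 0.0834 with an estimated correlation), and fry, which tests only whether a list moves on balance, gave p = 0.0211 and p = 0.0132. Within chips 1, 2 and 3 the median change was -0.20, 0.81 and 0.02 for chitin binding and -0.01, 0.17 and 0.02 for polysaccharide binding, so the shift was seen mainly on chip 2. The study chose both terms on these samples as well. With the scan day as a block tor5_c9307 and tor5_rep_c17063 no longer passed (1.28 and -1.47, SE 0.45 each, adjusted p = 0.344 and 0.149), and without infected array 3 the calls of all 5 unigenes named here other than the heat shock proteins were lost. From the terms enriched among its DEGs, the paper states that several belong to a generalized biotic stress.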

Further enriched GO terms, including chitin and isoprenoid –associated processes appear of special interest within the context of nematode infection and will be analyzed in more detail.

**Figure 2:**
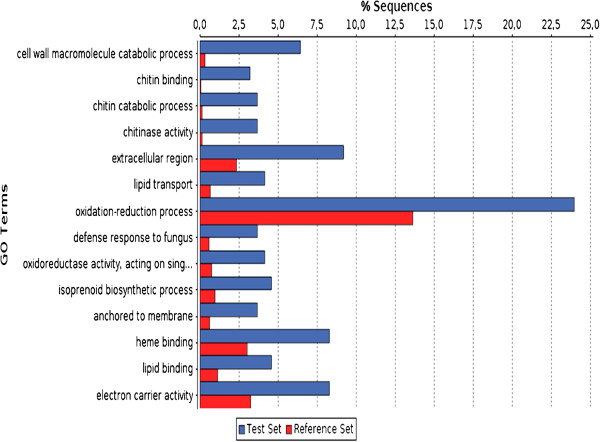
**GO term enrichment.** The most specific GO terms enriched in Torvum as a consequence of infection are shown. For each GO term, the percentages of Torvum unigenes in test set (DEG) or reference set (total annotated unigenes) are reported.

### Chip-extension to eggplant

While the focus of this study was to investigate Torvum defense responses upon nematode infection, we reasoned that the custom chip designed in this work may as well provide valuable complementary information concerning eggplant, a phylogenetically close, nematode-susceptible species. Eggplants are most seriously affected by *Meloidogyne*, when plants of the breeding line 1F5(9) were infected with root knot nematodes a very high susceptibility with RG-index = 5 and EM = 5 was scored. To our knowledge, no genome-wide expression studies have been published to date for nematode-challenged eggplant.

Heterologous hybridizations are based on interrogation of a chip specifically designed for a species (primary species) with transcripts from a phylogenetically-related species (secondary species). Heterologous hybridizations have in many cases shown to be valuable resources for non-model species, especially when the primary and secondary species are closely related ([27]–[29] and references therein). Furthermore, in recent years, validation procedures have been developed allowing the definition in the secondary species of subsets of probes where expression data are predicted to be highly reliable [27]. These procedures exploit the fact that the probes designed for a primary species (i.e. generally perfectly matching to primary species transcripts) can be tested for matching to database transcripts of a secondary, interrogating species. This allows assessment of expression data reliability and eventually definition of subsets of genes in the secondary species which can be evaluated with reduced concerns of expression artifacts.

To validate the heterologous expression data, we followed an approach conceptually similar to that presented in Bagnaresi et al. [27]. Toward this end, we first pooled several expression (EST and assembled unigenes) eggplant databases and queried the merged eggplant database with Torvum chip probe sequences using local BlastN at a relaxed stringency. Alignment results were parsed to filter probes based on alignment parameters expected to influence hybridization strength. The following parameters were considered (see explanatory Figure 3): i) ratio of alignment length to oligo length (percent alignment); ii) maximum number of mismatches; and iii) distance from the start of oligo/transcript alignment to oligo 5’ end. The rationale for the choice of these parameters is based on data presented in Additional file 8. The mean of all expression values (both control and infected conditions, Additional file 8, panel A) for all 23,284 probes (i.e. no filtering) was 945 (727 when considering only probes with an alignment <= 40%; data not shown). 

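Eggplant transcripts gave signal on fewer of the Torvum probes than Torvum transcripts did. Over all 23281 unigenes and the 6 eggplant arrays, 3 control and 3 infected, the mean of the authors' expression values was 944.7, and the means of single arrays lay between 913.2 and 968.7. In the scanner files 16.3 to 23.3% of the unigene probes of an eggplant array (mean 20.2%) were brighter than the 95th percentile of its negative controls, a range that lies entirely below that of the Torvum arrays. The median of the negative controls was 512 to 1115 on these arrays, so an average over all probes includes many at the level of controls without a target.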

When probes are selected by filtering with the above parameters, the mean of all expression values reaches the maximum for probes filtered for percent alignment = 100% and 0 mismatches (808 probes conserved; mean hybridization value 2,424) (Additional file 8, panel A). On the other hand, when less stringent values were tested, down to the very relaxed >= 30% alignment and up to 3 mismatches, mean expression values drop to about 900 (23,284 probes conserved) (Additional file 8, panel A). This variation in expression values is consistent with the fact that, when the homology between chip oligos and eggplant transcripts is high, high hybridization values are detectable. Additionally, the influence of the distance between the starting point of oligo alignment and the respective Blast hit within 5′ end was monitored (Additional file 8, panels B to E). In fact, oligos are attached to the chip in the 3’ side and this causes steric hindrance in the crowded 3’ regions to interfere with hybridization [30]. Therefore, poor homology along oligo 3’ region against interrogating transcripts can be expected to be less influential on hybridization intensity, as confirmed in our data No effect could be detected when selection was made for distance of alignment from 3’ side (data not shown). We further checked that the variation in mean hybridization is not a mere consequence of the varying number of probes filtered at the different imposed stringencies. A plot where a number of random probes corresponding to the number of probes resulting by setting stringency conditions is shown in Additional file 8F. As expected, no meaningful variation in signal strength is detectable in this case, ruling out that simply the number of probes, irrespective of probe *vs.* interrogating sequence homology, is influential. All these observations are summarized in Additional file 8, where percent alignment, number of mismatches within the alignment and oligo alignment start position are plotted *versus* mean hybridization values and number of retained probes.

**Figure 3:**
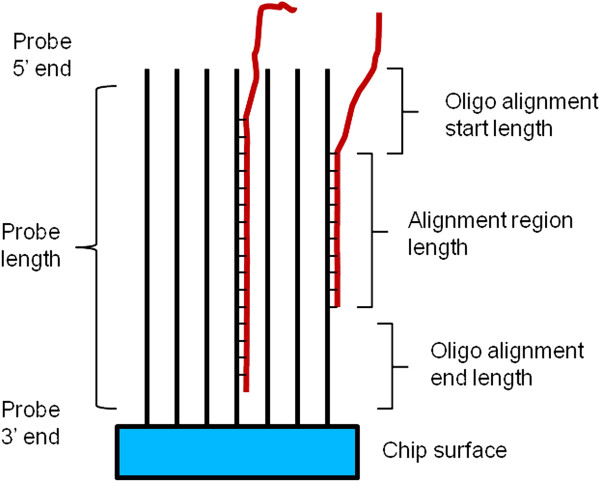
**Explanation of probe filtering metrics for eggplant transcripts.** Parameters used for filtering of Torvum probes based on homology to eggplant transcript are shown. Due to the steric constraints in the crowded 3’ attachment to chip region, the 3′ region of probes is less accessible and therefore mismatches in the region are less influential.

Based on the above data, in order to define an high confidence pool of probes for eggplant, we selected a reasonable tradeoff between stringency and number of preserved probes: i) ratio of alignment length to oligo length >= 0.6; ii) maximum number of mismatches <= 2; iii) start of oligo alignment within the first 20 bases from 5’ oligo end. These parameters lead to 5,770 retained oligos with a mean signal of 1,525, a value well above the mean of 727 obtained when only probes with an alignment <= 40% were considered (data not shown) and is still higher than 945, the mean of all probes in the chip (Additional file 8A). To finally verify that our probe validation procedure was beneficial, we computed the Pearson’s product moment correlation values for eggplant samples. The correlation increased in most cases (14 out of 15 pair wise comparisons) when comparing validated *versus* total probes (Table 2 and Figure 4) as expected by removal of probes where, due to the absence of a matching transcript target, random noise prevails leading to inconsistencies among replicates [29].

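Across all 23281 unigenes the 15 pairs of eggplant arrays had Pearson's r of 0.883 to 0.971 on the linear scale, with a mean of 0.935 (SD 0.0216). Pairs of the same condition ranged from 0.921 to 0.971 (6 pairs) and pairs of control against infected roots from 0.883 to 0.944 (9 pairs). The sequence-selected probe set was not used here, so probes were instead split by signal, a choice made after seeing the data. Over the 2894 probes brighter than the negative controls on all 6 eggplant arrays, r was 0.859 to 0.962 (mean 0.923) and exceeded the value over all probes in 0 of 15 pairs. Over the remaining probes r was 0.473 to 0.865 (mean 0.680), so both parts had a lower mean than all probes. A split by signal narrows the range of values in each part and can lower r by itself. It therefore does not test the selection by sequence. The linear r rests on the brightest probes, since the mean intensity of the 2894 was 3937.2 against 1005.4 for all, and probes are not independent replicates.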

**Table 2:** Correlation values among eggplant samples prior or after validation

**Validated genes (5770 genes)**						
	**Mel1_ctrl**	**Mel2_ctrl**	**Mel3_ctrl**	**Mel1_infected**	**Mel2_infected**	**Mel3_infected**
**Mel1_ctrl**	1					
**Mel2_ctrl**	0.93623	1				
**Mel3_ctrl**	0.92142	0.96054	1			
**Mel1_infected**	0.96322	0.94946	0.92652	1		
**Mel2_infected**	0.93271	0.94647	0.93664	0.97194	1	
**Mel3_infected**	0.89345	0.94810	0.95296	0.94982	0.95941	1
**ALL GENES (23284)**						
	**Mel1_ctrl**	**Mel2_ctrl**	**Mel3_ctrl**	**Mel1_infected**	**Mel2_infected**	**Mel3_infected**
**Mel1_ctrl**		0.92705	0.91702	0.93579	0.91434	0.88157
**Mel2_ctrl**	0.92705		0.95298	0.92503	0.92737	0.93377
**Mel3_ctrl**	0.91702	0.95298		0.91714	0.92448	0.94053
**Mel1_infected**	0.93579	0.92503	0.91714		0.96931	0.95660
**Mel2_infected**	0.91434	0.92737	0.92448	0.96931		0.95889
**Mel3_infected**	0.88157	0.93377	0.94053	0.95660	0.95889	

Pearson’s product moment correlation values for eggplant samples are compared.

**Figure 4:**
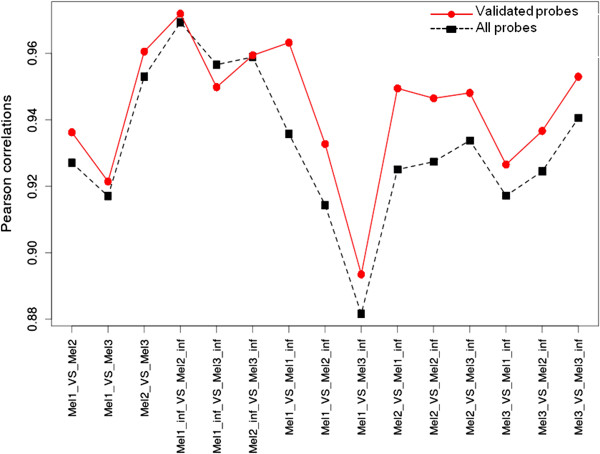
**Pearson correlations among eggplant samples using total vs. validated probes.** Pearson’s product moment correlation for eggplant samples were computed for the entire set of probes or the subset of eggplant validated set of probes. Correlations are shown for all pairs of sample combinations.

### Overall comparison between Torvum *vs.* eggplant DEGs

As for Torvum samples, eggplant total RNA samples were extracted from control and 14-d inoculated roots (three biological replicates for each condition) and used for array hybridization. In contrast with Torvum, numerous galls and egg-masses were visible in eggplant at the end of the infection process confirming a successful establishment of the infection and reproduction. 

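The eggplant arrays, 3 of control roots and 3 of roots infected for 14 days, were processed and tested in the same way as those of Torvum, in a fit of their own. The organism field of these 6 samples names another *Solanum* species, whereas their titles, source names and the paper say eggplant, and they are called eggplant here. The chip carries Torvum sequences, so eggplant RNA was measured through probes of another species. Median spot intensity per eggplant array was 667.5 to 1219 over a local background of 61 to 179. Infection and handling overlapped more than in Torvum, because chip 1 held only control samples of eggplant and chip 3 only infected ones, and by scan day only day 1 held eggplant arrays of both conditions. A difference between species in the effect of infection was tested with limma over the 12 arrays in 4 groups, as the change in Torvum minus the change in eggplant. In simulated changes of 1.5 (log2) added to 100 unigenes, the eggplant test recovered 95 and the test of the difference 76, with 24 and 20 false calls. A further 100 unigenes carried changes of 2.5, and the simulated noise was independent, with no effect of chip or scan day. Recovery on the real arrays, where chip and scan day overlapped with infection, was not measured by it.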

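In infected eggplant roots 3 unigenes rose and 11 fell, out of 23281 tested (limma, n = 3 control and 3 infected arrays), and 2160 had an unadjusted p under 0.05. Among the largest falls were those of tor5_rep_c1970 (log2 fold change -5.67, SE 0.45, adjusted p = 0.00329) and tor5_s36483 (-3.66, SE 0.37, adjusted p = 0.00755), both without a description, and of tor5_c22409, annotated with metal ion binding (-3.08, SE 0.28, adjusted p = 0.00449). A PR-10 type protein, tor5_rep_c1131, also fell (-1.66, SE 0.23, adjusted p = 0.0522). The unigenes that rose were a defensin, one of the small antimicrobial peptides of plants, tor5_rep_c19085 (1.64, SE 0.25, adjusted p = 0.0953), and tor5_rep_c4033 (3.09) and tor5_rep_c138 (2.69), which have no description. The changes of these 7 unigenes are not exact, since their probes were above the negative controls on 0 of 3 infected arrays for the falls and 0 of 3 control arrays for the rises. Within chip 2 and within scan day 1, the only batches with both conditions, the median change of the called rises was 2.53 and 2.97 and that of the called falls -2.25 and -2.37, from the arrays that gave the calls. With the chip as a block 0 unigenes were called, and with the scan day as a block only tor5_rep_c1970 was (adjusted p = 0.00708), while other alternatives with this contrast adjusted on its own gave 7 (the authors' table) to 64 (1 fit of 12 arrays). Leaving out any 1 of the 6 arrays moved the count by more than 1.5 times, to 27, 49 and 7 without control arrays 1, 2 and 3 and to 6, 6 and 8 without infected arrays 1, 2 and 3. Of the 1217 unigenes in the study's list of eggplant DEGs, 13 passed here, all in the listed direction.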

DEGs calling using the same values as for Torvum (FDR <=0.1 and fold change >=2) resulted in 1,217 genes over the entire 23,284 chip gene set, a value approximately 3-fold larger than found for Torvum genes (Additional file 9). When the 5,770 validated genes were considered, 250 eggplant DEGs were obtained. Thus, 5.2 and 4.3% DEGs were respectively obtained if the validated or total gene sets are chosen. 

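The called unigenes of the species overlapped in 5 cases, and in each the unigene rose in infected Torvum and fell in infected eggplant. Independent lists would share 0.103 of a unigene (Fisher's exact test, two-sided, p = 3.94e-08), and 0.0298 in this pair of opposite directions (Fisher's exact test, two-sided, p = 5.63e-11), while 0 were shared in the same direction. Unigenes on the same arrays are not independent replicates, so these p-values do not measure the spread between plants. One of the 5 was the PR-10 type protein tor5_rep_c1131, with a log2 fold change of 1.07 (SE 0.25, adjusted p = 0.0967) in Torvum against -1.66 (SE 0.23, adjusted p = 0.0522) in eggplant, a difference of 2.72 (adjusted p = 0.00181). The others have no description, and include tor5_rep_c716 (2.77 against -2.90), tor5_rep_c1765 (3.44 against -2.64) and tor5_s36483 (2.72 against -3.66). The fifth, tor5_s27879 (1.51 against -1.90), is named here after its values were seen. In Torvum all 5 were also called with the chip as a block, but with the scan day as a block tor5_rep_c1131 (0.64) and tor5_s27879 (1.12) were not. In eggplant none was called with the chip or with the scan day as a block. The changes there were -1.51 to -4.56 with the chip and -1.56 to -3.33 with the scan day, against -1.66 to -3.66 without a block. They are those between 1 control and 1 infected array of chip 2, and between 2 control arrays and 1 infected array of scan day 1. In called eggplant unigenes the control and infected arrays did not overlap. The blocked changes therefore had to be below 0 and are not independent evidence. Of the 63 unigenes that rose in Torvum 31 had a positive change in eggplant, and of the 109 that fell 59 had a negative one. The test of the difference between species called 20 and 27 of these, and over all unigenes the changes in the species had an r of -0.131. Leaving out 1 array left 2 shared unigenes (Torvum infected array 2 or 3, eggplant infected array 1 or 2), 3 (Torvum control array 1 or 2, eggplant control array 3 or infected array 3) or 8 (eggplant control array 1).

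**Figure D1:**
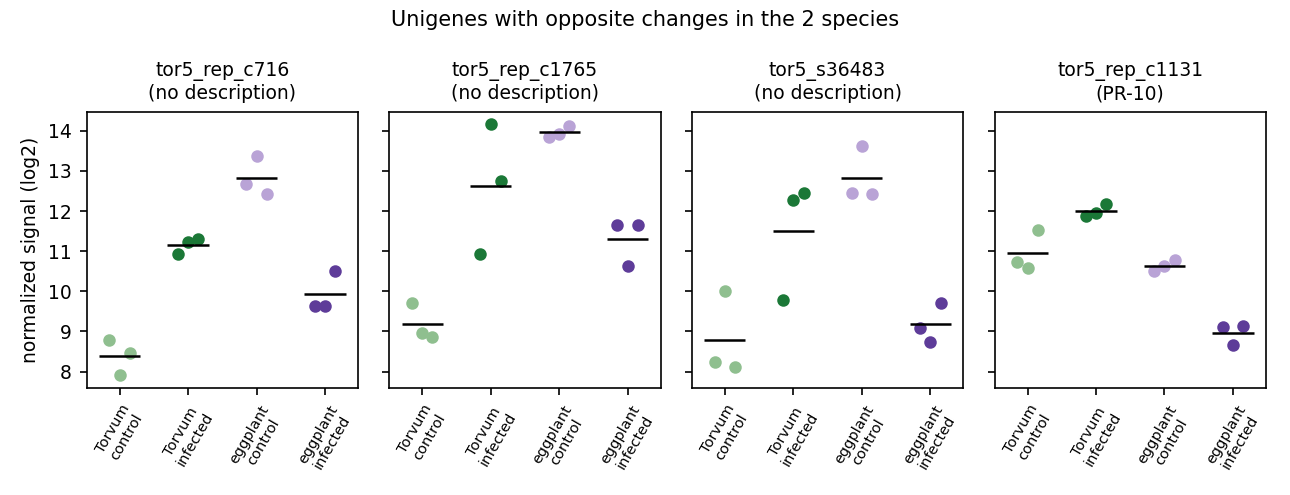
Log2 normalised intensity of 4 unigenes on each array, in control and infected roots of Torvum and eggplant (n = 3 per group). Points are arrays and lines are group means, and the mean of the infected arrays lies above that of the controls in Torvum and below it in eggplant. In Torvum the arrays of tor5_s36483 overlap.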

Only 43 and 13 of these eggplant DEG were in common with Torvum DEGs for total and validated dataset, respectively (data not shown).

We further conducted GO enrichment analysis with both the raw and validated eggplant dataset. For validated dataset, prior to Fisher’s test, non-validated genes were subtracted from test and reference sets. No enriched GO terms were revealed using either total or validated dataset.

Eggplant responses to infection at 14 dpi appear to involve modulation of a substantial amount of genes whose large majority is distinct from Torvum DEGs. Furthermore, such modulation appears more sparse and heterogeneous as indicated by a lack of GO enrichment. This scenario is likely attributable to successful infection in eggplant as well as to the late infection stage monitored (14 dpi). 

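Groups of unigenes that moved in infected Torvum gave few calls in infected eggplant. In each list below from the study's DEGs, the median unigene was above the negative controls on 0 of 6 eggplant arrays. A missing call there need not mean a missing response. Of the 10 pathogenesis-related unigenes from the study's Torvum DEGs 1 was called in eggplant, the PR-10 type protein, and it fell. Most of the list did not share that fall, since 8 of the 10 had a positive change in eggplant (median log2 change 0.098). By limma 2 of the 10 had an unadjusted p under 0.05. None of the 8 heat shock proteins was called there (0 by limma over all unigenes and over the list alone, 2 at an unadjusted p under 0.05), and the difference between species was called for 3 of them, tor5_c10563 (-1.70, adjusted p = 0.0243), tor5_c5291 (-1.69, adjusted p = 0.063) and tor5_s26303 (-1.73, adjusted p = 0.0505), though under median scaling or with the scan day as a block for none of the 3. From the study's eggplant DEGs, 24 transcription factors, 18 ribosomal proteins, 15 cell wall proteins, 14 transporters, 13 cytochromes P450 and 10 ubiquitin and proteasome proteins gave 0 calls by limma over all unigenes, with 12, 12, 13, 11, 12 and 8 at an unadjusted p under 0.05. When adjusted over the list alone, 4 of the cell wall unigenes were higher and 2 lower, 1 ribosomal protein was higher, and 2 transporters, 1 cytochrome P450 and 1 ubiquitin or proteasome protein were lower. Since the study picked these lists on the same samples, the last counts are not independent evidence. The 16 chitin binding unigenes gave 0 calls in eggplant (3 at an unadjusted p under 0.05, 1 higher when adjusted over the list alone) but ranked above other unigenes (camera p = 0.0237, and p = 0.0723 with an estimated correlation). By limma the 24 polysaccharide binding unigenes gave 0 calls as well (4 at an unadjusted p under 0.05, 1 higher when adjusted over the list alone) and had a camera p of 0.0846. The mean log2 change of the chitin binding list was 0.268 in eggplant and 0.302 in Torvum. That of polysaccharide binding was 0.179 and 0.194. In eggplant too, fry gave an upward direction for both lists, reaching the 0.05 level for polysaccharide binding but not for chitin binding. A shift of these lists in Torvum alone is therefore not shown. The paper finds no enriched term among its eggplant DEGs and few DEGs shared with Torvum, and proposes that eggplant modulates many genes, most of them distinct from those of Torvum.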

In fact, it is expected that wide gene modulation (as distinct from Torvum incompatible interaction) occurs due to the establishment of infection in eggplant. Indeed, compatible interaction involves complex rearrangements as development of multinucleate feeding sites, reallocation of nutritional resource to fulfill pathogen needs, root-galling circuitry and further morpho-physiological alterations to cope with enzyme-rich nematode secretions [31,32]. Indeed, more DEGs were found in compatible *vs.* incompatible interaction of *Meloydogine* spp. in cowpea hosts [28]. The lack of GO enrichment for eggplant DEG as opposed to Torvum DEG may reflect a more targeted response of Torvum genes towards activation of specific defense responses against nematodes.

In the following sections, the heatmaps of expression data where Torvum and eggplant are compared include the information of eggplant validation (probes boxed in red). This allows to evaluate eggplant expression data with additional reliability hints based on the existence in eggplant databases of a transcript with satisfactory homology to Torvum probes. It should be stressed, however, that the absence of a validated probe for eggplant may also indicate that the expression of this gene is Torvum-specific; alternatively, the gene may be expressed at very low levels in eggplant causing its absence in expression repositories. Both of these information may be valuable to pinpoint Torvum-specific expression responses.

### Chitinases

As shown in the bar chart in Figure 2, chitin binding, chitin-catabolic process and chitinase activity are enriched GO terms in Torvum DEGs. Figure 5 depicts an heatmap of the 25 Torvum genes annotated with the GO term ‘chitinase activity’ (GO ID = GO:0004568). Eight of these 25 genes are modulated in Torvum (ID boxed in black). Six of these are induced by infection and cluster together (pink sidebar). 

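Chitinases cleave chitin, a polymer of fungal walls and of nematode egg shells. Of the 25 Torvum unigenes annotated with chitinase activity 5 rose and 1 fell on infection (limma, n = 3 control and 3 infected arrays; 6 higher and 1 lower when adjusted over the list alone). Those that rose were tor5_s26850 and tor5_c3883, similar to the wound-induced proteins win2 and win1, tor5_c8583 of class II, tor5_c6621 of class V and tor5_rep_c7838 of class I. The unigene that fell was tor5_c12894, a chitinase 1 (log2 fold change -1.08, SE 0.21, adjusted p = 0.0461), which is named, like tor5_rep_c1049 of eggplant, after its values were seen. Over the whole list the median change was 0.02, and the list did not rank above other unigenes (camera p = 0.25, and p = 0.314 with an estimated correlation). Within chips 1, 2 and 3 the list's median was -0.20, 0.38 and 0.05. The study singled the term out on these samples, so its direction is not independent evidence. In eggplant 0 of the 25 were called by limma, with 3 at an unadjusted p under 0.05 and 1, the win2-like tor5_rep_c1049 (1.23, SE 0.32), higher when adjusted over the list alone. The median unigene of the list was above the negative controls on 0 of 6 eggplant arrays. The difference between species was called for tor5_c8583 (1.80, SE 0.38, adjusted p = 0.0841) and tor5_c6621 (1.43, adjusted p = 0.0929), both with 0 eggplant arrays above the negative controls, and both lost that call on the authors' table of expression values, with the scan day as a block and when Torvum control array 1 or 3, any infected Torvum array or any infected eggplant array was left out.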

Intriguingly, only one probe (namely tor5_C8583, corresponding to class II chitinase) is among eggplant validated probes. This finding, while inviting caution on eggplant expression data for this cluster, indicates that, to date, no other transcripts have been reported for eggplant in this cluster suggesting that these genes might be absent or expressed at very low levels in eggplant. Thus, those chitinases may represent a group of nematode-responsive genes whose presence and/or inducibility recruitment is an exquisite feature of nematode-challenged Torvum.

**Figure 5:**
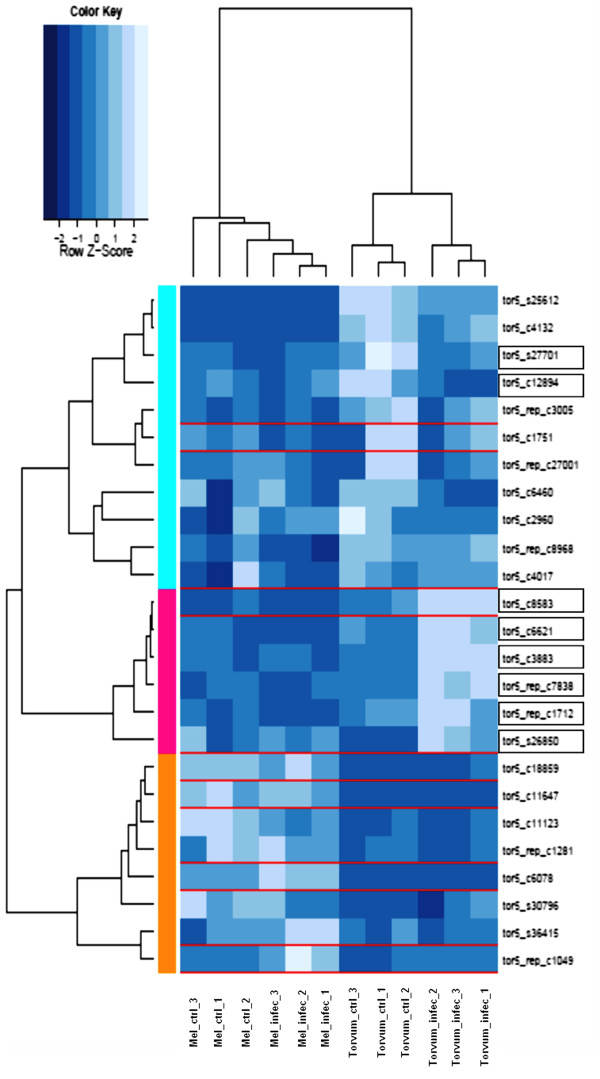
**Heatmap of chitinase transcript abundance.** Torvum and eggplant (torvum and mel prefix, respectively) transcript abundance as affected by *M. incognita* infection. The IDs of modulated Torvum genes (DEG) are boxed in black, while eggplant validated genes are boxed in red over the heatmap. Colored bars on the left of the heatmap mark distinct major branches in the clustering tree grouping genes with similar expression pattern. The color scale indicates the transcript abundance value (light blue indicate higher abundance value, darker blue indicates lower abundance values).

Chitinases have long been known to be involved in defense responses against nematodes ([33,34] and references therein). In particular, soybean cultivars exhibiting enhanced resistance to *M. incognita* displayed earlier induction and higher overall chitinase activity when compared to susceptible cultivars [35]. Furthermore, chitinases transcripts have been found to be upregulated in transcript profiling experiments of *M. incognita*-challenged cotton roots [20] Although only the egg shell of nematodes contains chitin as a constituent, chitinases may interfere with nematode vitality at various stages of infection [33]. These previous findings have prompted transgenesis approaches aiming at introducing exogenous chitinase in crops. In preliminary attempts with chitinases from *Manduca sexta*[36] and the fungus *T. harzianum*[37], chitinases did not provided enhanced resistance to nematodes when introduced in soybean and tobacco, respectively. This may indicate that native, specific chitinase isoforms and/or appropriate conditions (e.g. tissue-specific expression) as experienced by the native chitinases may be required to exert nematode protection activity. For example, concomitant action of protease may be required to effectively disrupt nematode chitin [38]. More recently, an active chitinase, *PjCHI-1*, has been identified in *Paecilomyces javanicus*, a non-nematophagous fungus. When expressed in tomato, *PjCHI-1* has been shown to reduce egg masses and repress the embryonic development of *M. incognita*[39,40]. *PjCHI-1* belongs to class V of chitinase family 18 [35] and, intriguingly, tor5_c6621 shows as best blast hit tobacco class V chitinase (CAA54373). Details on induced Torvum chitinases are listed in Table 3. Induced chitinases (from 4- to 2-fold) appear to belong to distinct classes, probably reflecting that efficient chitinase activity may require a pool of various chitinase classes acting in concert. 

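The induced chitinases of Torvum ranged from 2.25-fold to 3.60-fold in infected over control roots. The win2-like tor5_s26850 (log2 fold change 1.85, SE 0.20, adjusted p = 0.00381) and the class II chitinase tor5_c8583 (1.84, SE 0.21, adjusted p = 0.00381) had the largest changes, which their errors do not set apart. The win1-like tor5_c3883 (1.36, SE 0.19, adjusted p = 0.0109) and the class V chitinase tor5_c6621 (1.35, SE 0.20, adjusted p = 0.0122) were followed by the class I chitinase tor5_rep_c7838 (1.17, SE 0.19, adjusted p = 0.0223). The probes of tor5_s26850 and tor5_c3883 were above the negative controls on 0 of 3 control arrays and on 3 and 1 of 3 infected arrays, so their folds are not exact. The acidic endochitinase tor5_rep_c1712 had a change of 1.06 that did not pass (SE 0.31, adjusted p = 0.216). In infected eggplant the changes of the same 6 unigenes lay between -0.24 and 0.76 and none was called, the highest being that of tor5_s26850 (0.76, SE 0.50, adjusted p = 0.662). For tor5_s26850, tor5_c3883, tor5_rep_c7838 and tor5_rep_c1712 the difference between species did not pass (adjusted p = 0.462, 0.106, 0.266 and 0.327). With the chip as a block tor5_rep_c1712 passed in Torvum (adjusted p = 0.0186). With the scan day as a block, tor5_c6621 and tor5_rep_c7838 no longer passed in Torvum (1.19 and 0.85), and tor5_rep_c1712 had a change of 1.89. Each of these 3 changes is that between 1 control and 1 infected array of day 4. Without background correction tor5_c3883 and tor5_rep_c7838 did not pass.

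**Figure D2:**
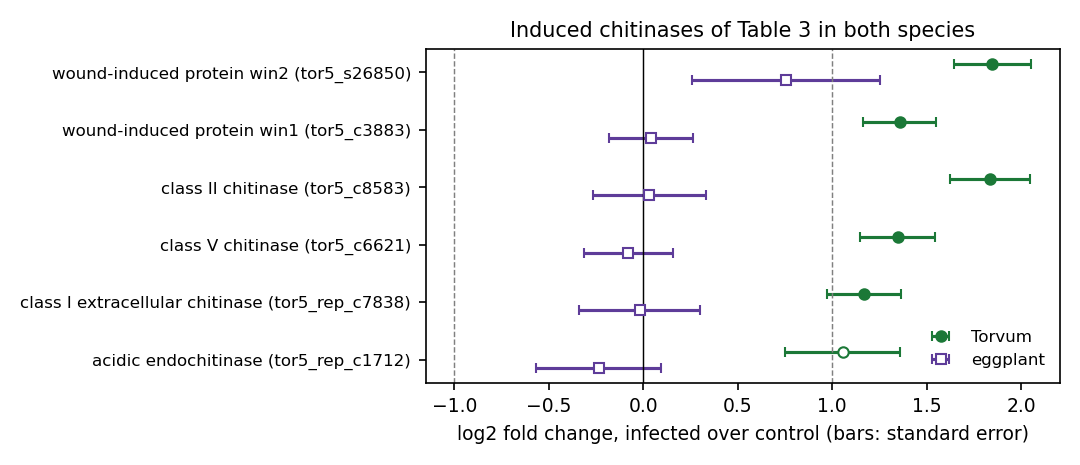
Log2 fold change of infected over control roots for the 6 chitinases in Torvum and eggplant (n = 3 arrays per group). Bars are standard errors and filled points are called, and all 5 filled points belong to Torvum.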

Identification at the sequence level of Torvum nematode-induced chitinase may thus help to narrow down the choice of chitinase isoforms to effective ones for introgression into susceptible crops.

**Table 3:** **Blast results of modulated transcripts grouped in GO term ‘chitinase activity**’

**ID**	**Blast2GO annotation**	**Length**	**Best hit desc.**	**Conserved domains**	**Hit ACC**	**E value**	**Expr ratio (infected/control)**
Tor5_s26850	Wound-induced protein win2	443	Gi|19962|emb|CAA41437.1|pathogenesis-related protein 4A [Nicotiana tabacum]	Barwin family pfam 00967	CAA41437	5.87E-036	3.94
Tor5_c3883	Wound-induced protein win1	644	Gi|19962|emb|CAA41437.1|pathogenesis-related protein 4A [Nicotiana tabacum]	Barwin family pfam 00967	CAA41437	6.97E-083	3.96
Tor5_c8583	Class ii chitinase	568	Gi|544010|sp|Q05540.1|CHIB_SOLLC RecName: Full=Acidic 27 kDa endochitinase; Flags: Precursor >gi|19187|emb|CAA78844.1| chitinase [Solanum lycopersicum]	Glycoside hydrolase family 19 chitinase domain	Q05540	7.18E-101	3.49
		
Tor5_c6621	Class v chitinase	694	Gi|899342|emb|CAA54373.1|chitinase class V [Nicotiana tabacum]	Class V plant chitinases Glycosyl hydrolase family 18 Specific hit Cd02879 Superfamily cl10447	CAA54373	1.52E-090	2.55
Tor5_rep_c7838	Class i extracellular chitinase	669	Gi|21495|emb|CAA47921.1|chitinase [Solanum tuberosum]	Specific hit: Glycoside hydrolase family 19 chitinase domain (cd00325) Superfamily: lysozime like domain (cl00222)	CAA47921	2.89E-094	2.24
Tor5_rep_c1712	Chia_tobac ame: full=acidic endochitinase flags: precursor	627	Gi|116332|sp|P29060.1|CHIA_TOBACRecName: Full=Acidic endochitinase; Flags: Precursor >gi|19775|emb|CAA77656.1| acidic chitinase III [Nicotiana tabacum]	Specific hit: cd02877 Superfamily: GH18 Glycosyl hydrolase family 18 Cl10447	P29060	6.82E-098	2.03

### Sesquiterpene biosynthetic enzymes

GO analysis of torvum DEGs revealed an enrichment for ‘isoprenoid biosynthetic process’ term (GO:0008299). Figure 6 provides an overview of expression pattern of 131 Torvum genes annotated with this term. Noteworthy, Torvum samples cluster together, while eggplant samples (despite several validated genes boxed in red) appear to respond less coherently, as control and infected samples do not cluster together. Figure 7 details expression patterns for the 10 modulated Torvum genes (eggplant validated counterparts boxed in red), while fold change data and the top blast hit for each of the modulated genes are reported in Table 4. Intriguingly, within this group of ‘isoprenoid biosynthetic process’ DEGs, sesquiterpene and diterpenoid biosynthetic genes undergo opposite modulation, i.e. induced the former and repressed the latter. 

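Of the 10 isoprenoid genes of Table 4, 4 on the sesquiterpene side rose in infected Torvum roots and 3 on the diterpene side fell. On the sesquiterpene side the cytochrome P450 tor5_c9415 had the largest change (log2 fold change 2.31, SE 0.26, adjusted p = 0.00381), followed by the sesquiterpene synthase tor5_rep_c18585 (1.43, SE 0.21, adjusted p = 0.0109), HMGR tor5_rep_c2244 (1.25, SE 0.26, adjusted p = 0.0566) and the vetispiradiene synthase tor5_c8884 (1.13, SE 0.19, adjusted p = 0.0245). The sesquiterpene synthase tor5_rep_c114 had a change of 1.14 that did not pass (SE 0.29, adjusted p = 0.137). On the diterpene side tor5_c3645, a cytochrome P450 (-1.51, SE 0.31, adjusted p = 0.0609), the geranylgeranyl diphosphate synthase tor5_c3988 (-1.42, SE 0.21, adjusted p = 0.0127) and the ent-kaurene oxidase tor5_rep_c483 (-1.01, SE 0.19, adjusted p = 0.0382) fell, whereas copalyl diphosphate synthase tor5_c10778 (-0.99, adjusted p = 0.119) and gibberellin 2-oxidase tor5_c19541 (-0.85, adjusted p = 0.471) did not pass. Outside Table 4, 2 more unigenes of vetispiradiene synthase had changes of 1.33 (tor5_c8591, adjusted p = 0.0261) and 0.90 (tor5_c6915, adjusted p = 0.107). These genes were chosen by the study on the same samples, and the probes of tor5_c8884 and tor5_c9415 were above the negative controls on 0 of 3 control arrays and on 1 and 3 of 3 infected arrays. With the scan day as a block tor5_c8884, tor5_rep_c18585, tor5_rep_c483 and tor5_c8591 no longer passed (1.26, 1.55, -0.93 and 1.29, SE 0.45 each, adjusted p = 0.379, 0.102, 1 and 0.344). Leaving out 1 array moved the count of 7 to 3 without infected array 3, and to 4 without control array 1 or infected array 2, and HMGR and tor5_c3645 each lost their call without control array 1 or 3 or infected array 2 or 3.

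**Figure D3:**
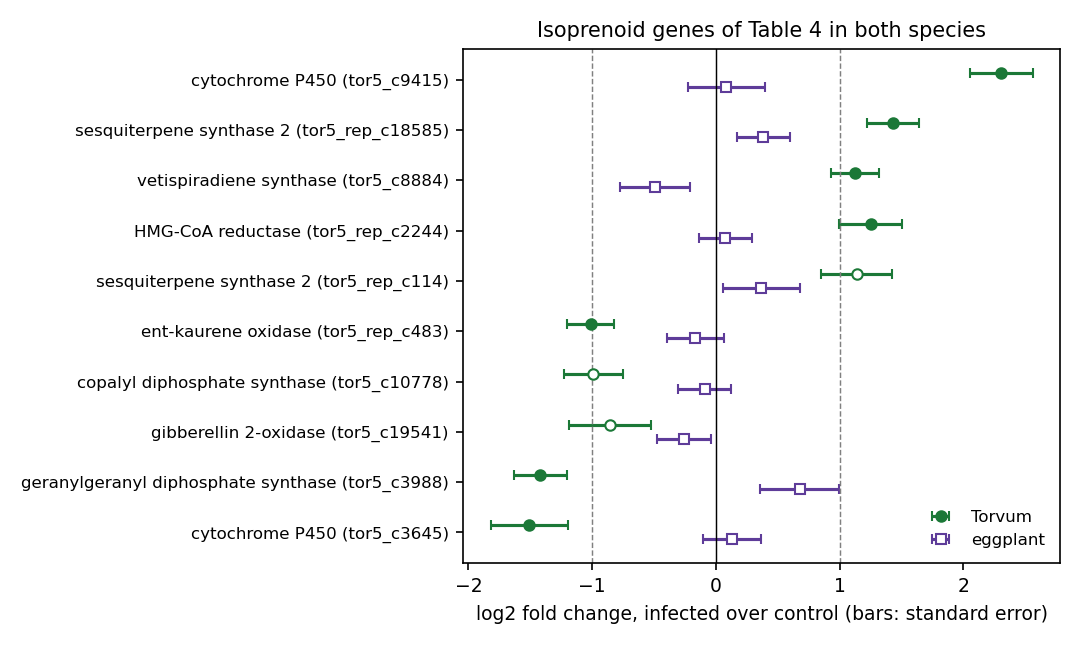
Log2 fold change of infected over control roots for the 10 genes of Table 4 in Torvum and eggplant (n = 3 arrays per group). Bars are standard errors, filled points are called and dashed lines mark a 2-fold change, and the called points lie above 0 for 4 genes of sesquiterpene synthesis and below 0 for 3 of the diterpene branch.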

In plants, diterpenes (20C, 4 isoprene units) are produced *via* the plastid pathway (MEP/DOXP pathway), whereas sesquiterpenes (15C, three isoprene units) derive from cytosolic mevalonate pathway [41]. Based on Blast2GO annotation and BlastX hits as reported in Table 5, tor5_c9415 encodes for a cytP450 enzyme with as best hits several CYP450, including epi-aristolochene 1,3 dihydroxylase and premnaspirodiene oxygenase (Cyt P450 71D55) [42]. This P450 enzyme catalyzes several hydroxylations for sesquiterpene substrates including phytoalexins as solavetivone. In turn, tor5_rep_c18585 and tor5_rep_c114 show both as best hit sesquiterpene synthase 2, while tor5_c8884 shows as best hit potato vetispiradiene synthase. 

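In eggplant roots the HMGR unigene tor5_rep_c2244 was expressed above the negative controls on all 6 arrays and changed by 0.08 on the log2 scale on infection (SE 0.22, adjusted p = 0.935, n = 3 control and 3 infected arrays, limma). Its difference from the change in Torvum was 1.18 (SE 0.35) and did not pass (adjusted p = 0.232). The cytochrome P450 tor5_c9415 changed by 0.08 in eggplant (SE 0.31, adjusted p = 0.949), and here the difference from Torvum passed (2.22, SE 0.43, adjusted p = 0.0452), though not with the chip or the scan day as a block, under cyclic loess, on the authors' expression values, or without Torvum control array 1 or 3, Torvum infected array 2 or 3, eggplant control array 3 or eggplant infected array 1 or 2. Its signal in eggplant was above the negative controls on 0 of 6 arrays, and an X in the name of its probe, read here as a mark for other possible targets, sets it apart from that of HMGR.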

The tor5_rep_c2244 (best hit 3-hydroxy-3-methylglutaryl CoAa reductase; HMGR) and tor5_c9415 (best hit cytochrome p450) are the only two genes within Torvum DEGs present in the validated eggplant dataset although they are not differentially expressed. HMGR plays a critical role in isoprenoid biosynthesis as catalyzes the first committed and rate limiting step in isoprenoid biosynthesis [43]. Thus, its presence in validated eggplant is a *bona fide* comparative clue towards the fact that the isoprenoid biosynthetic pathway is not up-regulated (at least at transcriptional level) following nematode infection in eggplant.

**Figure 6:**
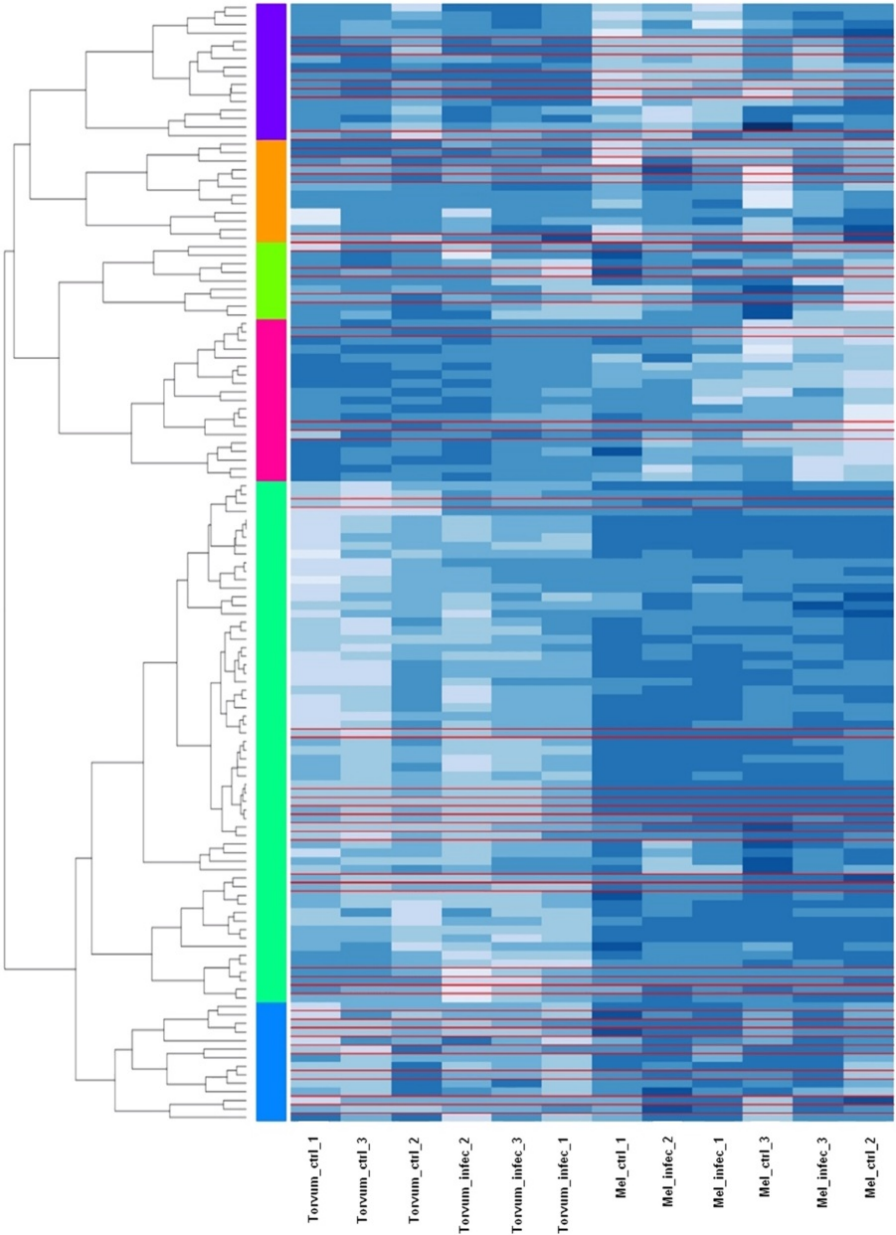
**Heatmap of isoprenoid biosynthetic process transcript abundance.** Overview of transcript abundance in Torvum and eggplant (torvum and mel prefix, respectively) as affected by *M. incognita* infection for the 131 members of GO class ‘isoprenoid biosynthetic process’ term (GO:0008299). Eggplant validated genes are boxed in red over the heatmap. Colored bars on the left of the heatmap mark distinct major branches in the clustering tree grouping genes with similar expression pattern. The color scale indicates the expression value (light blue indicate higher abundance value, darker blue indicates lower abundance values).

**Figure 7:**
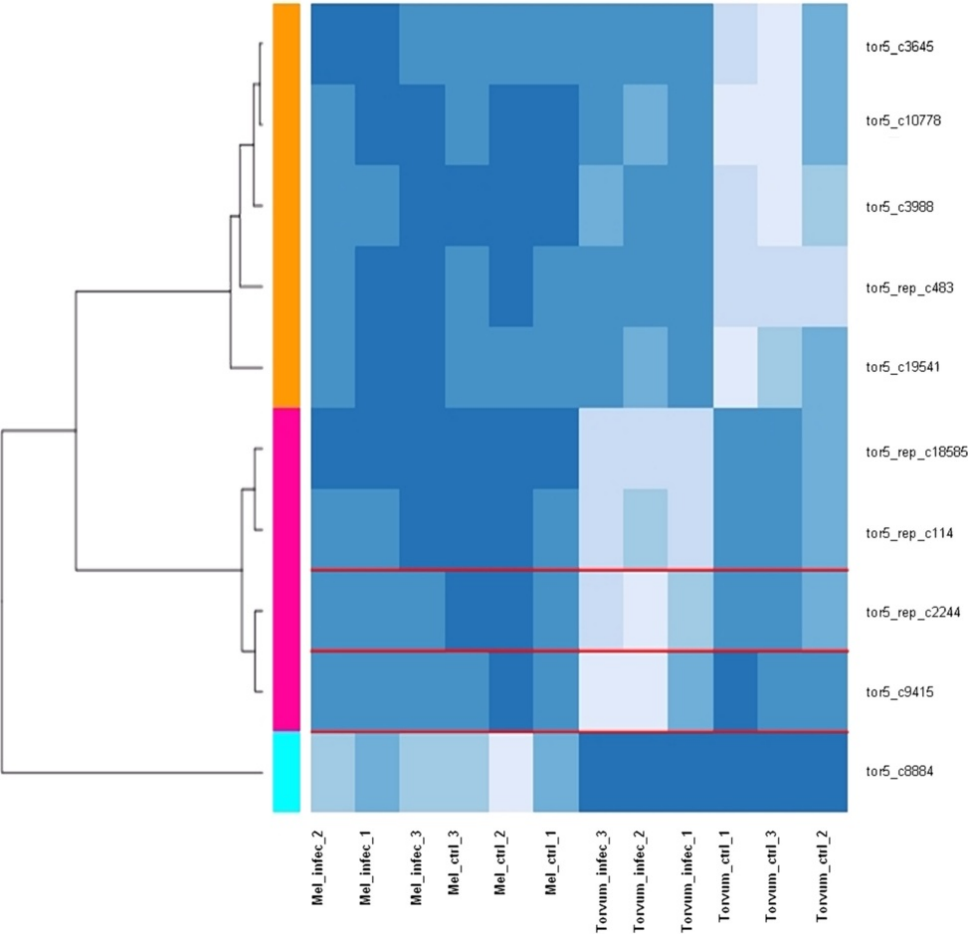
**Heatmap of Torvum DEG (modulated) genes in class isoprenoid biosynthetic process.** Expression patterns of the 10 modulated Torvum genes in GO class ‘isoprenoid biosynthetic process’ term (GO:0008299) are shown. Eggplant validated genes are boxed in red over the heatmap.

**Table 4:** Blast results for modulated isoprenoid biosynthetic process transcripts

**ID**	**Fold change (infected vs ctrl)**	**FDR**	**Blast2GO annotation**	**Hit description**	**Hit E value**	**Hit max identity (%)**	**Hit accession**
Tor5_c9415	5.30	0.000627	Cytochrome p450	Cytochrome P450 71D7 >gb|AAB61965.1| putative cytochrome P450 [Solanum chacoense]	3.00E-061	100.0	P93531.1
Tor5_rep_c18585	2.86	0.001475	Af279456_1 sesquiterpene synthase 2	Terpene synthase [Solanum lycopersicum]	4.0E-022	70.00	AEP82784.1
Tor5_c8884	2.77	0.003101	Vetispiradiene synthase	Vetispiradiene synthase [Solanum tuberosum]	2.0E-116	98.00	BAA82141.1
Tor5_rep_c2244	2.39	0.005414	3-hydroxy-3-methylglutaryl coenzyme a reductase	3-hydroxy-3-methylglutaryl-coenzyme A reductase 2; Short=HMG- CoA reductase 2 >gb|AAD28179.1|AF110383_1 3-hydroxy-3-methylglutaryl-coenzyme A reductase [Capsicum annuum]	1.00E-073	99.00	Q9XEL8.1
Tor5_rep_c114	2.37	0.026802	Af279456_1sesquiterpene synthase 2	Terpene synthase [Solanum lycopersicum]	2.00E-051	73.00	AEP82784.1
Tor5_rep_c483	0.49	0.00577	Ent-Kaurene oxidase	Ent-kaurene oxidase [Pyrus communis]	8.00E-055	75.00	AEK01241.1
Tor5_c10778	0.48	0.038335	Copalyl diphosphate synthase	Copalyl diphosphate synthase [Solanum lycopersicum] >dbj|BAA84918.1| copalyl diphosphate synthase [Solanum lycopersicum]	5.00E-049	72.00	NP_001234008.1
Tor5_c19541	0.44	0.072615	Gibberellin 2-oxidase	Gibberellic acid 2-oxidase [Capsicum annuum]	1.00E-060	84.00	ABE98327.1
Tor5_c3988	0.38	0.057934	Geranylgeranyl diphosphate synthase	Geranylgeranyl pyrophosphate synthase 1 [Solanum pennellii]	3.00E-048	92.00	ADZ24718.1
Tor5_c3645	0.35	0.007791	Cytochrome p450	Uncharacterized protein LOC100790001 precursor [Glycine max] >gb|ACU19728.1| unknown [Glycine max]	7.00E-049	76.00	NP_001242838.1
				Taxane 13-alpha-hydroxylase [Medicago truncatula] >gb|AET00449.1| Taxane 13-alpha-hydroxylase [Medicago truncatula]	3.00E-046	75.00	XP_003617490.1

**Table 5:** **Selected Torvum transcripts annotated as R genes with an expression ratio in Torvum of at least 1.3 (infected *vs *control)**

**ID**	**B2GO sequence description**	**Length**	**Best hit description**	**Eggplant mean expr control**	**Eggplant mean expr infected**	**Torvum mean expr control**	**Torvum mean expr infected**	**Eggplant expr ratio**	**Torvum expr ratio**
Tor5_c12566	Disease resistance identical	710	Gi|54261825|gb|AAV31175.1|Putative disease resistance protein identical [Solanum tuberosum]	168.426	396.871	485.109	654.998	2.356	1.350
Tor5_c14147	Leucine-rich repeat containing	493	Gi|212717155|gb|ACJ37419.1|NBS-LRR disease resistance protein [Glycine max]	1030.461	801.279	370.852	511.059	0.778	1.378
Tor5_c15732	Nbs-lrr resistance protein	498	Gi|224117364|ref|XP_002317554.1|nbs-lrr resistance protein [Populus trichocarpa] >gi|222860619|gb|EEE98166.1| nbs-lrr resistance protein [Populus trichocarpa]	689.272	692.443	258.673	398.725	1.005	1.541
Tor5_c2525	Af202179_1disease resistance protein bs2	664	Gi|6456755|gb|AAF09256.1|AF202179_1disease resistance protein BS2 [Capsicum chacoense]	171.605	69.228	1736.174	2279.920	0.403	1.313
Tor5_c4459	Nbs-lrr type resistance protein	510	Gi|83630761|gb|ABC26878.1|NRC1 [Solanum lycopersicum]	1792.413	1541.649	760.225	1283.284	0.860	1.688
Tor5_c4728	Disease resistance identical disease resistance protein	625	Gi|83630761|gb|ABC26878.1|NRC1 [Solanum lycopersicum]	196.591	152.134	449.926	664.659	0.774	1.477
Tor5_c6199		715	gi|255561552|ref|XP_002521786.1|Disease resistance	233.431	212.023	197.292	304.554	0.908	1.544
			Protein RPP13 putative [Ricinus communis] >gi|223538999|gb|EEF40596.1| Disease resistance protein RPP13. putative [Ricinus communis]						
Tor5_c7069	Nbs-lrr resistance protein	685	Gi|15418712|gb|AAG31015.1|tospovirus resistance protein C [Solanum lycopersicum]	294.835	199.927	811.956	1100.840	0.678	1.356
Tor5_c7274	Disease resistance protein	608	Gi|323370547|gb|ADX43928.1|ADR1 [Solanum tuberosum]	11454.467	12324.265	1568.053	2488.333	1.076	1.587
Tor5_c8985	Disease resistance- dirigent domain-containing protein	490	Gi|224112881|ref|XP_002316318.1|predicted protein [Populus trichocarpa] >gi|222865358|gb|EEF02489.1| predicted protein [Populus trichocarpa]	1862.947	777.762	678.101	992.523	0.417	1.464
Tor5_c9198	Nbs-lrr resistance protein	672	Gi|3426261|gb|AAC32253.1|disease resistance gene homolog Mi-copy1 [Solanum lycopersicum]	360.807	155.364	188.721	282.809	0.431	1.499
Tor5_rep_c1655	Disease resistance response protein	803	Gi|224105209|ref|XP_002313728.1|predicted protein [Populus trichocarpa] >gi|222850136|gb|EEE87683.1| predicted protein [Populus trichocarpa]	77.749	138.308	345.620	512.257	1.779	1.482
Tor5_rep_c4425	Nbs-lrr resistance protein	574	Gi|15418710|gb|AAG31014.1|tospovirus resistance protein B [Solanum lycopersicum]	224.075	149.135	339.977	456.547	0.666	1.343
Tor5_rep_c7021	Disease resistance protein	519	Gi|53749455|gb|AAU90310.1|hypothetical protein STB1_54t00008 [Solanum tuberosum]	252.559	282.853	229.561	303.609	1.120	1.323
Tor5_rep_c9578	Disease resistance protein	472	Gi|53749455|gb|AAU90310.1|hypothetical protein STB1_54t00008 [Solanum tuberosum]	470.054	344.881	274.840	413.509	0.734	1.505
Tor5_s25440	Disease resistance protein	473	Gi|224117364|ref|XP_002317554.1|nbs-lrr resistance protein [Populus trichocarpa] >gi|222860619|gb|EEE98166.1| nbs-lrr resistance protein [Populus trichocarpa]	10260.362	8458.349	1366.653	3326.171	0.824	2.434

While an in-depth understanding of sesquiterpenoids biochemical reactions undergoing in nematode-challenged Torvum will require obtaining full-length transcripts from the Torvum transcripts, which in our dataset are limited by design to the 3’ region, the fact that the biosynthetic sesquiterpenoid pathway is stimulated points to sesquiterpenoids as critical effectors of Torvum resistance mechanisms. Sesquiterpenoids include several compounds of well-established nematotoxic and nematostatic effects as gossypol, solavetivone, rishitin and lubumin [44], and references therein. Gossypol is a very effective sesquiterpene aldehyde shown to cause resistance to *Meloydogine incognita*[45,46] in cotton and solavetivone, rishitin and lubumin are bicyclic sesquiterpenoids expressed in solanaceous species as tomato and potato capable of causing nematostatic effects [31,33]. High content of solavetivone (associated to the H1 resistance gene) was found to be critical for conferring resistance to *Globodera rostochiensis*[47]. Rishitin was shown to be induced by plant-parasitic nematodes and higher rishitin contents in various potato species were associated to higher nematode resistance. In particular, the action of rishitin or of a rishitin-like compound causing nematode to migrate away from plants, would be consistent with observed the poor establishment on parasites on Torvum plants [48].

It should be noted, however, that a substantial number of plant phytochemicals exhibit antinematodal activity and that evidence on the antinematodal activity of sesquiterpenoids is largely based on *in vitro* studies [31,33,44,45]. Few studies monitored the accumulation of sesquiterpenoids upon elicitation and, in only a subset of them, as in cotton roots [45], elicitation was driven by *M. incognita* infection, more frequently, general and unspecific elicitors as arachidonic acid were employed. A further work based on six cotton cultivars, did not support a correlation between resistance and sesquiterpenoid content [46]. Nevertheless, it should be noted that in the above mentioned elicitation studies, extraction and detection techniques were tailored to reveal a narrow range of compounds as low-molecular weight, non-polar chemicals [45,47]. This approach prevents and unbiased, global overview of the whole spectrum of defense strategies mounted by the host to counteract infection, and thus hampers an assessment of their relative contribution to actual resistance.

Prior to our report, no large-scale transcriptional profiling of *M. incognita*-infected resistant *vs*. susceptible genotypes, had revealed transcriptional induction of sesquiterpenoid genes [17,21]. This fact may be attributable to the limited number of genes tested in previous transcriptional profiling studies, and/or to further factors as genotypes under investigation and sampling time. Transcriptional induction of sesquiterpenoid genes associated to the resistant genotype Torvum, but not to the susceptible counterpart eggplant, strongly points to sesquiterpenoids as key effectors of Torvum resistance against *M. incognita* and sheds lights on their activation mode and relative contribution to the battery of Torvum defense strategies.

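Tested directly, the difference between the infection effects in Torvum and eggplant passed for 2 of the 5 sesquiterpenoid genes of Table 4, the cytochrome P450 tor5_c9415 and the vetispiradiene synthase tor5_c8884 (log2 difference 1.62, SE 0.35, adjusted p = 0.0891). In eggplant tor5_c8884 had a change of -0.49 (SE 0.28, adjusted p = 0.62), and the sesquiterpene synthases tor5_rep_c18585 and tor5_rep_c114 had changes of 0.38 and 0.37 (adjusted p = 0.608 and 0.735). For tor5_rep_c18585, tor5_rep_c114 and HMGR the differences between species, 1.05, 0.77 and 1.18, did not pass (adjusted p = 0.222, 0.516 and 0.232). Of the diterpene genes geranylgeranyl diphosphate synthase tor5_c3988 differed between the species, with a change of 0.68 in eggplant (SE 0.32, adjusted p = 0.555) against its fall in Torvum (log2 difference -2.10, SE 0.40, adjusted p = 0.0452). The differences of tor5_c8884 and tor5_c3988 did not pass with the chip or the scan day as a block, under median scaling or cyclic loess, or on the authors' expression values, and leaving out any Torvum array (for tor5_c3988 any but control 2), eggplant control array 3 or eggplant infected array 1 or 2 also ended them. On eggplant arrays the probes of tor5_rep_c18585, tor5_rep_c114 and tor5_c3988 stayed below the negative controls throughout. In the paper's view, induction of these genes in Torvum and not in eggplant points to sesquiterpenoids as key effectors of resistance.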

Overall, it appears that Torvum biosynthetic resources are channeled towards sesquiterpene biosynthesis at the expense of distinct biosynthetic branches. Further work based on the Torvum sequences reported here will likely provide the tools for an in-depth understanding of Torvum responses ultimately pointing to key phytoalexin products.

### Identification of Torvum resistance gene analogs

Several resistance genes against plant-parasitic nematodes have been cloned [12]. Among them the best-studied is the tomato gene *Mi*, which exhibits a broad resistance pattern to root-knot nematodes as well as to phloem-feeding insects, including *Macrosiphum euphorbiae* (potato aphid) and to the white fly *Bemisia tabaci*. Further nematode R genes cloned are: *Hs1pro-1*, *Hero*, *Gpa2*, *Gro1-4*, *Rhg1* and *Rhg4R*[12].

Several aspects of the interaction among Torvum and *Meloydogin*e would be consistent with an early rejection mechanism as ensured by vertical resistance (i.e. mediated by Avirulence-Resistance cognate gene interaction). In the Additional file 10 we report the 81 Torvum transcripts with annotations referring to candidate R genes analogs (RGAs). Among these, 28 (34%) and 47 (58%) showed enhanced expression in infected *vs.* control samples, respectively, in eggplant and Torvum. 

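Of the 80 resistance gene analogs held from the study's list, 50 were higher in infected than in control roots of Torvum (62.5%, against 50.2% of all 23281 unigenes) and 32 in eggplant (40%, against 50.6%). At a ratio of at least 1.3 there were 10 in Torvum (12.5%, against 8.29% of all unigenes) and 6 in eggplant (7.5%, against 14.5%). The disease resistance protein tor5_s25440 was the only one called higher in Torvum (log2 fold change 1.04, SE 0.21, adjusted p = 0.0461), a disease resistance response protein, tor5_c4140, was called lower (-1.16, adjusted p = 0.0191, named after its values were seen), and in eggplant 0 were called by limma, with 9 at an unadjusted p under 0.05 in each species. The median log2 change of the list was 0.08 in Torvum and -0.07 in eggplant. The call of tor5_s25440 was lost with the scan day as a block, where its change was 1.34 (SE 0.45, adjusted p = 0.275), without background correction or with plain subtraction, under cyclic loess, on the authors' table of expression values, and without any 1 of control arrays 1 and 3 and infected arrays 2 and 3. The paper's own list has 46 and 28 of the 80 with a ratio above 1.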

While no transcriptional modulation is strictly required for a R gene to be considered a candidate R gene (transcription of many R genes is not responsive to pathogen infection) several active R genes show moderate level of pathogen responsiveness in terms of transcription (e.g. 30% induction or more over controls), e.g. *Xa1, Xa2*7 [49,50]. Thus, monitoring the expression patterns of Torvum candidate R genes analogs (RGAs) can help pointing to RGAs of interest [51]. Table 5 enlists 16 Torvum transcripts annotated as disease resistance genes showing an expression ratio (infected vs. control) of at least 1.3. 

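All 16 of these resistance gene analogs had a positive change in infected Torvum, with folds of 1.07 to 2.06, and 8 reached 1.3-fold. These folds come from means on the log2 scale of reprocessed intensities, whereas Table 5 divides mean expression values of the authors. The cut of 1.3 is thus set on unlike measures. Only tor5_s25440 passed the test (2.06-fold). The next largest were the NBS-LRR type unigene tor5_c4459 (1.65-fold, adjusted p = 0.255) and the disease resistance protein tor5_c7274 (log2 fold change 0.66, adjusted p = 0.151). In infected eggplant 5 of the 16 had a positive change, with folds of 0.48 to 1.44, and 0 were called by limma over all unigenes. The set was picked by its ratios on these arrays, so the shared direction in Torvum is not independent evidence.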

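The NBS-LRR type unigene tor5_c4459 had a log2 change of 0.72 in infected Torvum (SE 0.22, adjusted p = 0.255, n = 3 control and 3 infected arrays, limma) and of -0.12 in infected eggplant (SE 0.28, adjusted p = 0.923). In Torvum the infected arrays all lay above the control arrays, and in eggplant the groups overlapped. The difference between the species, 0.84 (SE 0.37), did not pass (adjusted p = 0.396). Its probe was brighter than the negative controls on 6 of 6 Torvum and 5 of 6 eggplant arrays.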

Only one of these Torvum induced transcripts has a validated counterpart in eggplant (tor5_c4459, slightly downregulated as a consequence of infection) pointing to major sequence divergence and/or lack of counterparts in eggplants for this set of induced Torvum candidate resistance genes. 

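For tor5_c9198, an NBS-LRR resistance protein, the log2 change was 0.39 in infected Torvum (SE 0.20, adjusted p = 0.646), which is 1.31-fold, and -0.33 in infected eggplant (SE 0.32, adjusted p = 0.773). In both species the control and infected arrays overlapped, and the difference between the species, 0.72 (SE 0.39), did not pass either (adjusted p = 0.479). Its probe was above the negative controls on 0 of 6 arrays in each species, so its values lie in the range of spots without a target.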

Intriguingly, among the candidate induced RGAs one shows as best hit a homologous to *Mi* nematode resistance gene (tor5_c9198).

Figure 8 depicts a multiple alignment and associated dendrogram encompassing selected Torvum RGAs and the most C-terminal 200 residues of known R genes (boxed in red). Protein alignment was made for Torvum RGAs by selecting the longest ORF. As expected, Torvum sequences by design align to the most C-terminal regions of R genes (where the highly variable LRR region is placed) and only the most C-terminal 100–150 AA of alignments are shown. Despite the fact the aligned regions are the poorly conserved LRR (Leucine Rich Repeat) regions, several Torvum transcripts show homology and cluster close to distinct R-prototype resistance genes and appear good candidates for future assessment of their role as true R genes.

**Figure 8:**
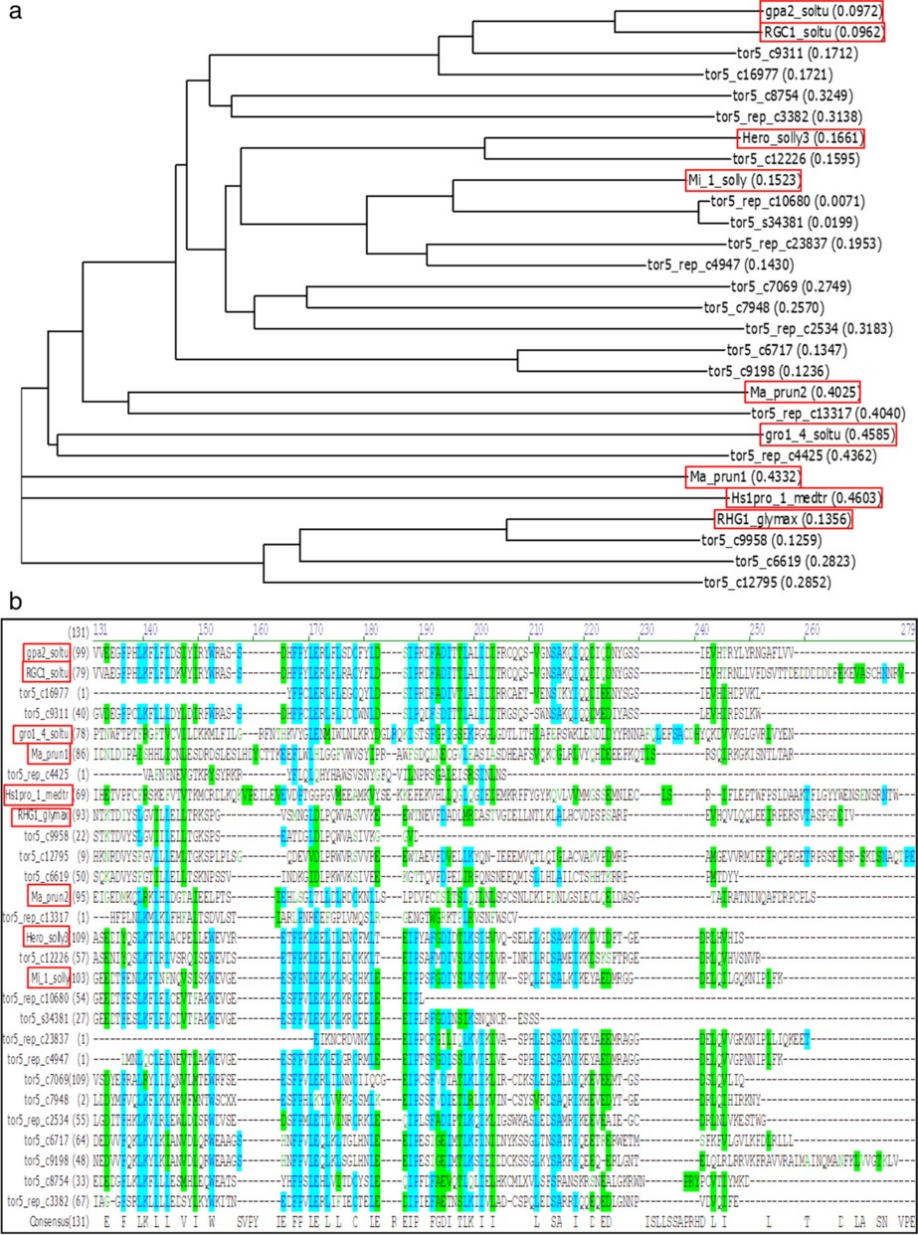
**Multiple alignment of selected Torvum translated transcripts to known nematode resistance gene proteins.** The longest ORF of Torvum transcripts were aligned to the most C-terminal residues of a selection of well characterized (boxed in red) plant nematode R genes. **a)** dendrogram. **b)** sequence alignment detail. Plant nematode R genes: Gpa2_soltu=disease resistance protein Gpa2 *Solanum tuberosum* (AAF04603.1); RGC1_soltu= RGC1 *Solanum tuberosum* (AAF76163.1); Hero_solly3=Hero resistance protein 3 homologue *Solanum lycopersicum* (CAD29727.1); Mi_1_solly=plant resistance protein *Solanum lycopersicum* (NP_001234622.1); Ma_prun2=, nematode resistance-like protein *Prunus cerasifera* (CAR94516.1); Gro1_4_solu=nematode resistance protein *Solanum tuberosum* (AAP44390.1); Ma_prun1=nematode resistance-like protein *Prunus cerasifera* (CAR94516.1); Hs1pro_1_medtr=nematode resistance HS1pro1 protein *Medicago truncatula* (AES99551.1); RHG1_glymax=, receptor-like kinase RHG1 *Glycine max* (NP_001235765.1).

### qPCR validation of selected genes

In order to validate our microarray expression results, we choose six sequences (Table 6) among both upregulated and downregulated DEG of particular relevance as discussed above. Overall, despite the correlation among qPCR and array data (0,704) was non-significant according to Pearson’s product–moment correlation (p=0,118, n=6), the direction of change in expression of qPCR and microarray was in agreement for all the tested transcripts (6 of 6).

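On the chip, the 4 chitinases and 2 isoprenoid genes chosen for qPCR changed in Torvum as follows, with 5 of the 6 called by limma. The class II chitinase tor5_c8583 was 3.57-fold higher in infected than in control roots, the win1-like tor5_c3883 was 2.56-fold and the class V chitinase tor5_c6621 was 2.54-fold higher, and the acidic endochitinase tor5_rep_c1712 had a ratio of 2.08 that did not pass. The fold of tor5_c3883 is not exact, since its probe was above the negative controls on 0 of 3 control arrays. Geranylgeranyl diphosphate synthase tor5_c3988 and ent-kaurene oxidase tor5_rep_c483 fell to 0.374 and 0.496 of the control level. The paper's qPCR folds for the same genes are 5.22, 1.88, 3.37, 1.24, 0.51 and 0.66, in the same direction in 6 of 6. Across these 6 genes, which are not independent samples, the chip folds and the paper's qPCR folds had a Pearson's r of 0.881 (two-sided exact permutation test, p = 0.025) and a Spearman's rho of 0.943 (exact permutation test, p = 0.0167), 2 relations on the same values, and r was 0.934 for the 4 genes left without the 2 farthest from the median. Without control array 1, infected array 2 or infected array 3, 4 of the 6 were called.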

**Table 6:** qPCR validation of microarray results

**ID**	**Function**	**Fold change qPCR**	**Exp. trend qPCR**	**Fold change chip**	**Exp. trend chip**	**Consistency among qPCR and chip**
Tor5_c3883	Wound-ind. Prot win1	1.88	+	3.86	+	YES
Tor5_rep_c1712	Acidic endochitinase	1.24	+	2.12	+	YES
Tor5_c8583	Class2 chitinase	5.22	+	3.44	+	YES
Tor5_c6621	Class v chitinase	3.37	+	2.56	+	YES
Tor5_rep_c483	Ent-kaurene ox	0.66	-	0.49	-	YES
Tor5_c3988	Ggdp synth.	0.51	-	0.39	-	YES

## Conclusions

We conducted a cost-effective global transcriptome profiling in *Solanum torvum*, a non-model species, by combining NGS pyrosequencing and microarray technology. As a first step, we generated a 3’ transcript catalogue for Torvum by assembling 500–600 bp reads from a normalized library. By limiting the sequencing to the 3’ region we improved average coverage while conserving specificity (as less conserved 3’ UTR regions are covered). This catalogue represents a substantial advancement along characterization of Torvum transcriptome, since even at the relaxed stringency of an 10^-6^ Expect value more than 60% of Torvum unigenes in our catalogue do not have Blast hits in available Torvum databases. The catalogue was subsequently used to design a custom chip for profiling transcriptome changes as a consequence of nematode infection in nematode-resistant species Torvum and the related nematode-susceptible species eggplant. To assess expression results for the heterologous hybridization conducted with eggplant samples, we developed an *in silico* validation strategy which can be applied in general to extend the use of species-specific chips to samples from phylogenetically related species devoid of a chip. This allows to define, for such heterologous hybridizations, pool of genes whose hybridization data are expected to be more reliable. Finally, the expression profiling of Torvum responses to nematode infection reveals a focused upregulation of various classes of chitinases and, for the first time, of sesquiterpenoids biosynthetic genes and. On the other hand, no such responses are detectable in eggplant, where a large but sparse and incoherent gene modulation occurs, probably as a consequence of successful establishment of infection. The availability of the long sequence tags in Torvum catalogue will allow precise identification of active nematocide/nematostatic compounds and associated enzymes posing the basis for the exploitation of these resistance mechanisms in other species.

## Methods

### Plant materials and growth conditions

Seeds of *Solanum torvum* Sw accession TG1 [1] and eggplant (*Solanum melongena* L.) breeding line 1F5(9) were sown in a seed-plot for germination. Seedlings about 10 cm tall at the second-leaf stage were singly transplanted into 10 cm diameter plastic pots, each containing 500 cc of mixture sterilized sandy soil: 70% sand+ 15% leca + 10% clay (sterilized at 70°C for 24 hours) + 5% organic matter. The pots were maintained in controlled chambers at 24±2°C, 60% relative humidity, with a 16-h light/8-h dark regimen. Plants were watered with tap water at necessity and fertilized every two weeks with a 20-20-20 NPK fertilizer.

### Nematode culture and inoculation

Root-knot nematode (RKN), *Meloidogyne incognita*, was maintained in the greenhouse on tobacco (*Nicotiana tabacum* L.*)* plants [52], egg masses were extracted with 0.5% (v/v) NaOCl and second stage larvae (J2) hatched as described by [53]. Plants were inoculated with about 250–300 J2 and eggs pouring into three holes in the soil just around the base of the plant stem. Pots were maintained at same conditions, as previously indicated, and checked periodically. Treatments and controls were replicated five times. Inoculated roots were observed for galling and egg-masses development two months later inoculation. For transcriptome study, Torvum control and infected plants at 14 days post inoculation (dpi) were produced. Root tissues collected from each type of plant were then used for RNA extractions and microarray analysis.

### Nematode staining and infection assessment

Roots were removed from soil and washed in water for few minutes. Then, each root system was dipped in a 0,15 g/l phloxine B solution for 15 minutes to point out galls and egg masses. Stained roots were observed under the microscope to assess nematode infectivity by estimating the root-galling index [54] and egg masses [55] on a 0–5 scale: root-gall index (0: no gall; 1: 1–5 small galls; 2:<25% roots with galls; 3: 25-50%; 4: 50-75%; 5:>75% roots with galls); egg mass or egg-laying females (0: no egg mass; 1: 1–2 egg masses; 2: 3–10 egg masses; 3: 11–30 egg masses; 4: 31–100 egg masses; 5: >100 egg masses). Nematode infectivity tests were also conducted by employing highly susceptible plants such as *S. melongena*.

### ***RNA extraction***

RNA samples were extracted, as total RNA, from mock-inoculated and infected Torvum and eggplant roots (three biological replicates for each condition) by means of the Nucleospin RNA plant Kit (MACHEREY-NAGEL GmbH & Co., Düren, Germany) at 0 and 14 dpi. Total RNA quality was assessed using a Bioanalyzer 2100 Expert (B.02.07.SI532–, Agilent Technologies, Inc). In all the samples tested, RIN (RNA Integrity number) resulted to be above 9, while the concentration ranged among 100 and 120 ng/μl.

### ***qRT-PCR experiments***

Real time PCR analysis were carried out in a Applied Biosystems 7500HT Fast Real Time PCR System. The 20 μl reaction mixture consisted of 10 μl BIORAD iTaq™ universal SYBR^®^ Green supermix, 2 μl of sample cDNA, 200 nM forward and reverse primers and nuclease-free water. The reference genes used were *Glutatione peroxidase* and *Diaminopimelate carboxilase*; they were chosen among a list of the best performing housekeeping genes, since their expression was uniform in all samples preliminarily tested. Prior to perform correlation analyses, the data were tested for normality using the Shapiro-Francia test. The data were normally distributed and Pearson’s correlation was used.

### ***Custom chip design***

Total RNA was extracted from Torvum tissues (roots and young leaves) grown in a wide range of conditions to allow for ample gene transcription. Such treatments included low temperatures (4°C; 30 minutes), high temperatures (over 30 °C with peaks of 40°C as reached in a non-cooled glasshouse during the whole day for a 4 days), soil-borne fungus (*Verticillium dahliae*) and nematodes (*Meloidogyne incognita*) with sampling at 1, 7 and 14 dpi, wounding (punching holes with a needle, harvest after 1 and 7 days) and drought stress (harvest after 14 days without water supply) RNA samples were pooled and, from 500 ng of total RNA a -3’ cDNA library (500–600 bp) was generated (Eurofins MWG operon) with oligo(dT) primer (first-strand) and random priming (second-strand) and subsequently normalized.

*De novo* assembly of Torvum reads was undertaken with MIRA 3.0.5 [22] in *de novo* assembly mode and conducted with 454-specific parameters.

RNA labelling and hybridizations of the Custom 90K CombiMatrix array were as detailed in Bellin et al., [5]. Gene-specific oligonucleotides were designed with OligoArray 2.1 software [25]. Oligoarray parameters were tuned to for the observed GC content of 38.23% for the unigenes (e.g. Tm 79–86; GC content range 34–60). The final number of probes in the chip was reduced to 30,000, by excluding less specific probes (probes hybridizing with more than one target), in order to allow a triplicate probe layout in the 90k-features Combimatrix gene chip. The final layout consisted in 24,394 probes representative of contigs and 5,606 probes derived from singletons.

### ***Miscellaneous bioinformatic techniques***

For Blast2GO annotation of Torvum catalogue, the 23,284 unigenes included in the chip layout for which an hybridization signal could be obtained were blasted (BlastX) against NCBI non-redundant database. Expect value was set to 1.0E^-6^, HSP length cutoff was 100 and up to 20 hits were allowed to be retrieved. Annotation was according to default parameters with GO weight set to 5 with an annotation cutoff of 30 and minimum HSP of 10. Call of differentially expressed genes (DEG) was performed with R package LIMMA (Linear Models Microarray Analysis) [56] and custom functions. Genes were considered differentially expressed if exhibiting at least a 2-fold change and a False Discovery Rate (FDR) <= 0.1. For chip extension technique eggplant entries from NCBI EST division (98,089 entries as July 2012), and eggplant tentative consensus from various expression databases including DFCI eggplant gene index [57] PlantGDB PUT [58] and SolEST [59] were combined and queried with chip probe sequences using local BlastN at a relaxed stringency (Expect value 10). The Blast output was subsequently parsed by custom scripts to filter probes based on alignment parameters expected to influence hybridization strength. Heatmaps was generated with custom scripts based on heatmap.2 function as available in the ‘gplots’ Bioconductor package. Multiple alignments were generated with AlignX module of Vector NTI. Unless otherwise stated, other graphical outputs were generated with custom R (version 2.15 ) and Python scripts.

### Availability of data

Accessions for dataset are the following: Sequence Read Archive (SRA; http://www.ncbi.nlm.nih.gov/Traces/sra/): SRA experiment: SRX268284; SRA run: SRR830592; Transcriptome shotgun assembly (TSA; http://www.ncbi.nlm.nih.gov/genbank/tsa): GAIC00000000; gene expression omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/): data have been submitted and are under NCBI processing.

## Abbreviations

Torvum: *Solanum Torvum*; RGAs: Resistance gene analogs.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PB carried bioinformatic procedures and drafted the manuscript. TS prepared RNA samples. TI and CS grew Torvum and eggplant plants and conducted nematode inoculations and scored results. AL participated in annotation analysis. MB conducted Real-Time validations. GLR, LC and SS participated in studying, design and analysis and participated in drafting the manuscript. ES conceived the study, analyzed Real-Time validation data and participated in drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ***De novo *assembly parameters.** (a) Distribution of contig length in raw assembly output and final chip layout. (b) The distribution of average contig coverage (rounded to an integer value) in raw assembly output. Contigs are grouped based on bins as detailed on x axis. Singletons are displayed as contigs with read coverage equal to one. Click here for file

Additional file 2 **Specificity of Torvum probes designed for custom chip.** The specificity or probes designed by oligoarray over the raw set of Torvum unigenes is shown. Probes strictly specific for only one Torvum unigene have only one associated target. Click here for file

Additional file 3 Pearson correlation coefficients. Click here for file

Additional file 4 Torvum DEG. Click here for file

Additional file 5 Torvum unigene annotations. Click here for file

Additional file 6 Torvum unigene sequences. Click here for file

Additional file 7 Enriched GO terms. Click here for file

Additional file 8 **Overall eggplant expression values as influenced by homology among Torvum probes and eggplant transcripts.** Effect on mean expression values (left side of Y axis ) and number of retained probes (right side of Y axis, reddish bars) as influenced by percent alignment (X axis) and number of mismatches ( 0, 1 or 2 labels in lines). Panel (a) to (e): the effect of imposing an oligo alignment start (from 5’ side) of none, 20, 10, 5 and 1, respectively, is shown. Panel (f): effect of different number of randomly chosen probes on expression values. Click here for file

Additional file 9 Eggplant DEGs. Click here for file

Additional file 10 Torvum RGAs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

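Roots of Torvum and eggplant, control and infected with *M. incognita*, were compared on 12 one-colour arrays, 3 for each of 4 groups. Infected roots were sampled 14 days after inoculation. The study's inoculation section gives 14 days for control plants of Torvum too, and its RNA section names 0 and 14 days without stating which samples were taken at 0, so a difference between the groups can include the time between samplings if control roots were. The chip carries 90000 spots for 30000 Torvum unigene probes, 3 spots each, and control spots, among them 785 negative-control spots of 82 sequences.

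The spot intensities are, per the file headers, raw foreground means and local background medians of a single scan, to which no normalization had been applied. The score for signal to noise and the percent of saturated pixels of each spot are, per the file headers, those the scanner software wrote, and served only to describe the spots. The authors also deposited a table of 1 linear intensity per unigene for 23281 unigenes, which they had normalised between arrays by a method that the paper's text does not name. That table was used to choose the unigenes tested, for the mean eggplant signal and as an alternative.

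Values were computed from the scanner intensities in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected by normexp with an offset of 50, spots with a flag of -100 or lower were left out, spots were averaged on log2 and the 12 arrays were quantile normalised over the 30000 unigenes. Each species was fitted on its own with limma's linear model and moderated test, and the difference between species with 4 groups over the 12 arrays. A unigene was called at an absolute log2 change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.1, the study's thresholds. Lists were tested with camera, at a preset correlation of 0.01 and with the estimated one, and with fry. Fisher's exact test was used for overlaps and an exact permutation test for the qPCR genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

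No count of reads stands behind array values, so the number of arrays limits their precision. Between 89.3 and 99.4% of unigene spots of a Torvum array, and 96.2 to 99.7% of an eggplant array, had a signal to noise of at least 3. Brightness above local background did not separate unigenes from negative controls, and signal is therefore given against the 95th percentile of the negative controls. Of the 83 named unigenes 0 were saturated or below local background in a whole group, and 15 have a probe with a mark read here as other possible targets.

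Groups, tests, thresholds, lists, the rule for named genes and 1 set of alternatives were fixed before the data were examined, though the values in the paper's tables had been seen. Named are all unigenes of the paper's text and its Tables 3 to 6, per species the 10 largest called rises and falls with a description and the 3 largest with or without one, the 5 largest called differences between species in each direction, and up to 4 called members of each list. The lists were the chitinase, chitin binding and polysaccharide binding unigenes of the enrichment tables, the terpenoid genes, the resistance gene analogs, groups by keyword from the study's DEGs, and markers of nematode or other animal, fungal, green tissue, plant mitochondrial and dividing cell RNA. Descriptions were held only for unigenes in the study's supplementary lists, and 21499 of the 23281 have none.

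Alternatives planned in this way were no background correction, plain subtraction, quantile normalization within species, median scaling, cyclic loess, the authors' table, all unigenes of the chip, leaving out the dimmest probes (a share of 0.25), the median of the spots, 1 fit for all arrays, a trended and robust prior, replicate number or chip as a block, other thresholds, and leaving out each array in turn. The scan day as a block, the chip as a random block, unigenes above the negative controls, and fits of the authors' table over 12 arrays with or without joint adjustment were added after the data had been seen. The array headers give the chip and the scan day, and the order of use of a chip was read from them. The test was tried on simulated data, in which changes of 1.5 (log2) were recovered for 99, 95 and 76 of 100 unigenes in Torvum, eggplant and the difference, with 3, 24 and 20 false calls. The simulated noise was independent between unigenes and arrays, with no effect of chip or scan day, so recovery on the real arrays was not measured. The probes that the study selected by sequence, and the eggplant sequences behind them, were not used here, and the GO enrichment was not repeated, because annotations were held only in part. A further result is not reported here.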

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

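The tests on unigenes of opposite direction, on carry-over, nematode RNA, chip and scan day, were chosen after the result was seen, whereas the count over other splits was set before it.

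The effect of infection differed between Torvum and eggplant for 68 unigenes by the test of the difference itself, 28 with a higher change in Torvum and 40 with a lower one, and 2774 had an unadjusted p under 0.05. In 5 of 100 splits of the arrays, the real one included, the count was as large, so chance is not excluded. The highest other split gave 1528. That split, as 7 of those drawn, follows the first scan day in eggplant, which points to a structure of the samples, and the highest count of the splits that do not follow it was 128. With the chip as a block 26 unigenes differed (17 higher in Torvum, 9 lower) and with the scan day as a block 14 (9 and 5). The higher changes also outnumbered the lower ones with median scaling (18 and 6), on the authors' table (22 and 13), at an adjusted p of 0.05 (19 and 16) and without Torvum control array 3 (17 and 12), Torvum infected array 1 (26 and 18) or 3 (18 and 12) or eggplant infected array 1 (17 and 15), 2 (15 and 8) or 3 (38 and 32), so the balance is not stable. Leaving out eggplant control array 1 or 2 gave 272 and 176, and leaving out Torvum control array 1 or 3, any infected Torvum array, or eggplant infected array 1 or 2 gave 40, 29, 44, 40, 30, 32 and 23.

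Among unigenes whose difference was called, those with the largest differences in favour of Torvum were tor5_rep_c1970 (8.79 on the log2 scale), tor5_s36483 (6.38), tor5_rep_c1765 (6.09), tor5_rep_c716 (5.68) and tor5_rep_c16622 (4.90). Those with the largest in favour of eggplant were tor5_c2772 (-2.75), the peroxidase tor5_c5754 (-2.74), tor5_c25083 (-2.68), tor5_c2897 (-2.51) and tor5_rep_c1375 (-2.21). On eggplant arrays the probes of tor5_c2772, tor5_c2897 and tor5_rep_c1375 were above the negative controls on 0 of 3 control and 0 of 3 infected arrays. That of tor5_c25083 was on 0 of 3 control arrays, and that of tor5_rep_c1970 on 0 of 3 infected ones. The probe of tor5_rep_c716 was on 0 of 3 Torvum control arrays, so these differences are not exact. Probes with the mark read here as other possible targets include those of tor5_rep_c1970, tor5_rep_c716, tor5_c2772, tor5_c25083 and tor5_c2897. Each named unigene stood out because the changes in the species differed by the test of the difference. All but tor5_c2772, tor5_c5754 and tor5_c25083 passed that test under each alternative run for them and without each array. The difference of tor5_c2772 did not pass on the authors' table or with the chip or the scan day as a block, that of tor5_c5754 under median scaling or with the scan day as a block, and that of tor5_c25083 under median scaling, on the authors' table, with the chip as a block or without Torvum control array 2 or 3, Torvum infected array 1 or 3, eggplant control array 3 or eggplant infected array 2.

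Called higher in infected Torvum and lower in infected eggplant were 5 unigenes, tor5_rep_c1131 (PR-10 type), tor5_rep_c716, tor5_rep_c1765, tor5_s36483 and tor5_s27879. For the fall in eggplant, control arrays with no earlier hybridization in the series lay at least 1.37 (log2) above all infected ones. RNA left on a chip from an earlier hybridization does not account for those high controls. Signal added by nematode RNA would raise values, whereas the changes were -1.66 to -3.66 (SE 0.23 to 0.37). Both results follow from picking unigenes called lower in eggplant, so neither is an independent test. Other effects of nematode RNA were not tested. For the rise in Torvum the tables argue against the chip. By design 0 chips held unequal numbers of control and infected arrays, so a level of a chip cancels. With the chip as a block the 5 changes were 1.07 to 3.44 (SE 0.23 to 0.32) and all were called. RNA left on the chip cannot be told apart, and neither can nematode RNA, as 0 of 6 markers were above the negative controls. For the former, 13 of 15 values rose above the preceding array. The array before infected array 2 was Torvum control array 1, low by the call itself. That count is therefore partly fixed by the selection and is not an independent test. Over preceding infected eggplant arrays, however, the largest rise of tor5_s27879 was 0.77. In eggplant the chip and the scan day cannot be told apart, since with either as a block 0 of 5 were called in both species. The changes were then -1.51 to -4.56 (SE 0.34 to 0.53) and -1.56 to -3.33 (SE 0.46 to 0.54). They come from 1 control and 1 infected array of chip 2, and from 2 control arrays and 1 infected array of scan day 1. Since all control arrays lay above all infected ones in the called falls, these changes had to be below 0. With the scan day as a block tor5_rep_c1765, tor5_rep_c716 and tor5_s36483 had changes of 3.89, 2.85 and 4.32 in Torvum, from 1 control and 1 infected array of scan day 4. An opposite response of the species, which the design names, may also hold and was not tested further.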

How the results depend on the processing

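The fits with the scan day, random chip or negative controls, and those of the authors' table over 12 arrays, were added after seeing the data, and except where stated the cause was not tested. Of the values of single named unigenes under the alternatives, 5643 kept their direction and their side of the threshold, 551 were weaker and 119 stronger.

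Torvum, 172 called (63 higher, 109 lower): 74 (27, 47) without background correction, 91 (37, 54) with plain subtraction, 98 (41, 57) on the authors' table and 59 with it over 12 arrays. The share of rises moved with median scaling (71, 79), and rises outnumbered falls without infected array 1 (92, 69). They also did with the scan day as a block, where the change is that between 1 control and 1 infected array.

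Eggplant, 14 called: 26 without background correction, 22 with quantile normalization within species, 7 on the authors' table, 64 in 1 fit of 12 arrays, 24 with a trended and robust prior, 0 with the chip as a block (limma, 2160 at an unadjusted p under 0.05 without the block), 33 with the chip as a random block, 1 with the scan day as a block and 26 over unigenes above the negative controls.

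Difference, 68 called (28, 40): 106 (40, 66) within species, 24 (18, 6) with median scaling, 35 (22, 13) on the authors' table, 35 (19, 16) at an adjusted p of 0.05, a stricter threshold, 26 (17, 9) and 14 (9, 5) with the chip or scan day as a block and 129 (41, 88) above the negative controls.

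Shared by both species, 5: 8 within species, 2 with cyclic loess, 1 on the authors' table and 1 with it over 12 arrays, 2 with all unigenes of the chip, 8 without the dimmest probes, 11 in 1 fit, 0 and 11 with the chip as a fixed or random block, 2 at an adjusted p of 0.05, 1 with the scan day as a block and 10 above the negative controls.

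Lists in Torvum: without background correction or with plain subtraction 3 chitinases (6 otherwise), 2 chitin binding and 2 polysaccharide binding unigenes (5 otherwise) and 3 qPCR genes (5 otherwise) were called. Without background correction 4 terpenoid genes (7 otherwise) were. The authors' table gave 3, 3 and 4 for chitin binding, polysaccharide binding and terpenoid genes, and over 12 arrays 3 chitinases, 2, 2, 2 terpenoid and 3 qPCR genes. Above the negative controls 22 resistance gene analogs were higher in Torvum and 12 in eggplant, where fewer unigenes were tested. On log2, replicate r in eggplant was 0.902 (0.949 on the linear scale).

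With the authors' table, 12 arrays and p adjusted over 6 contrasts, 3.9e+02 were called in Torvum (152, 237), 1215 in eggplant (617, 598) and 43 in both, and in eggplant 2 chitinases, 1 chitin binding and 2 polysaccharide binding unigenes.

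With the replicate number as a block, 82 (34, 48) were called in Torvum, with 3 chitin binding and 3 polysaccharide binding unigenes. No sample set is stated as a pair, and deviations from the group mean did not correlate best within the same number (r 0.0115, -0.333 and -0.0573 in Torvum, 0.479, -0.234 and 0.266 in eggplant), so this block is only an alternative.

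Leaving out 1 array gave 78 to 226 calls in Torvum (lowest without infected 3, highest without control 2), 6 to 49 in eggplant, 23 to 272 for the difference, 2 to 8 shared, 4 to 6 qPCR genes, 3 to 10 terpenoid genes, 5 to 7 chitinases, 4 to 5 chitin binding and 4 to 5 polysaccharide binding unigenes, 0 to 0 of each list in eggplant, and 47 to 58 and 31 to 41 resistance gene analogs higher in Torvum and eggplant. A group left with 2 arrays was taken to vary like the others. The first scan day as a block could not be fitted for Torvum, which has no array of that day. Signal over the negative controls limits the eggplant values, since 20.2% of probes exceed it on an eggplant array on average, against 45.4% in Torvum.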

Differences from the paper's values

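At the paper's stated thresholds its count of Torvum DEGs is 390, against 172 here, its count of eggplant DEGs is 1217, against 14, and its count shared by both species is 43, against 5. None of the alternatives set before the data were examined came within the paper's value for any of the 3. On the authors' table of expression values, with 12 arrays in 1 fit and p adjusted over all 6 contrasts of the 4 groups together, the counts were 1 below the paper's in Torvum (152 higher, 237 lower), 1215 in eggplant and 43 in both. This setting was chosen after seeing the values, and it drops 2 of the paper's 1217 eggplant DEGs and 0 of its listed Torvum DEGs.

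A fold differs here if it is over 1.5 times the other and the gap exceeds the SD of the infected arrays, and a log2 change if the gap exceeds the larger SD of the groups. For the win1-like tor5_c3883 the paper's fold in Table 3 is 3.96 and its fold in Table 6 is 3.86, against 2.56. Quantile normalization within species, median scaling, cyclic loess, the authors' table, the median of the spots and leaving out Torvum control array 1 came within both, leaving out Torvum control array 2 or infected array 1 within the second alone, and the other alternatives did not.

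Of 83 log2 changes of named unigenes that the paper's supplementary lists also give, 12 differ, and the authors' table came within all 12. In Torvum the paper's values are 2.826 for tor5_c10518 against 2.37, 1.7 for tor5_c13801 against 1.02, -1.864 for tor5_c23789 against -1.40, 1.988 for tor5_c3883 against 1.36, 1.474 for tor5_c8884 against 1.13 and 1.544 for tor5_rep_c4753 against 1.10. Median scaling and cyclic loess also came within those of all but tor5_c13801, quantile normalization within species within those of tor5_c10518, tor5_c23789, tor5_c8884 and tor5_rep_c4753, and, for tor5_c10518 alone, the median of the spots and leaving out Torvum control array 1 or infected array 1 or 3. In eggplant the paper's values are 1.303 for tor5_c12566 against 0.37, -3.631 for tor5_c22409 against -3.08, -1.106 for tor5_c2525 against -0.26, -1.284 for tor5_c5139 against -0.55, -1.138 for tor5_c9198 against -0.33 and 1.332 for tor5_rep_c380 against 0.60. The chip as a block also came within those of tor5_c22409, tor5_c2525 and tor5_c9198. So did leaving out eggplant control array 3 for tor5_c22409 and tor5_c9198, cyclic loess, the median of the spots and leaving out control array 1 for tor5_c9198, and leaving out control array 2 or infected array 1 or 2 for tor5_rep_c380. The remaining alternatives did not come within these values.

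The paper counts tor5_rep_c1712 among the induced chitinases and tor5_rep_c114, tor5_c10778 and tor5_c19541 among the modulated isoprenoid genes. Each has the paper's direction here without passing (adjusted p = 0.216, 0.137, 0.119 and 0.471), while the other 5 chitinases and 7 isoprenoid genes passed. The chip as a block called tor5_rep_c1712 and tor5_rep_c114 (limma, adjusted p = 0.0186 and 0.0182). With the scan day as a block, added after seeing the data, their changes were 1.886 and 1.895 (log2), each between 1 control and 1 infected array. Median scaling and the median of the spots also called tor5_rep_c114, leaving out Torvum infected array 1 called tor5_rep_c1712, leaving out Torvum control array 2 called tor5_rep_c114, tor5_c10778 and tor5_c19541, and the adjustment over 6 contrasts, added after seeing the data, called all 4. In Table 3 the win1-like tor5_c3883 leads, whereas here the win2-like tor5_s26850 (3.60-fold) and tor5_c8583 (3.57-fold) lie above it (2.56-fold), with probes of tor5_c3883 and tor5_s26850 at the level of the negative controls on all control arrays. Table 5 lists 16 resistance gene analogs by a minimum ratio that 8 of them reach here, although all 16 are higher in infected Torvum. Its ratios are of mean expression values, unlike the folds here, which come from log2 means of reprocessed intensities. The paper finds the correlation of qPCR and chip folds to be non-significant. Here r was 0.881 (exact permutation test, p = 0.025), with 6 of 6 genes in the paper's direction. Under cyclic loess r was 0.777, and on the authors' table it was 0.704, which matches the paper's value. With the scan day as a block, added after seeing the data, r was 0.663, and under the other alternatives for which it was computed it was 0.79 to 0.923.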

Other observations

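The tests of the eggplant count were chosen after the result was seen, the pattern in uninfected roots was noticed from group means before its tests were set, and the adjustment over 6 contrasts was chosen after the data had been seen.

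Of 5 unigenes of flavonoid synthesis picked by keyword from the study's Torvum DEGs 4 fell in infected Torvum roots and 0 rose (4 and 0 when adjusted over the list alone), namely the flavonoid glucosyltransferase tor5_rep_c7942, the flavonol synthases tor5_rep_c4385 (log2 fold change -1.86, SE 0.29, adjusted p = 0.0154) and tor5_rep_c3800 (-1.29, adjusted p = 0.0447) and a flavonoid 3',5'-hydroxylase, tor5_c11332 (-1.04, adjusted p = 0.0376), while in eggplant 0 of 5 were called by limma (0 at an unadjusted p under 0.05). The median flavonoid unigene was above the negative controls on 0 of 6 eggplant arrays. The difference between species passed only for tor5_rep_c4385 (-1.80, adjusted p = 0.0929), and not under median scaling. Cell wall genes moved both ways, 1 higher and 3 lower of 7 (2 and 3 when adjusted over the list alone), with a rise of the beta-galactosidase tor5_rep_c113 (1.41, SE 0.28, adjusted p = 0.0505) and falls of the cellulose synthase-like tor5_c16843, the xyloglucan endotransglucosylase tor5_rep_c5015 (-1.77, SE 0.30, adjusted p = 0.0233) and the expansin-like tor5_c5139 (-1.24, adjusted p = 0.0408). Of 8 cytochromes P450 3 rose and 2 fell, and the differences between species passed for 4, among them tor5_c14350 (1.46, adjusted p = 0.0885) and tor5_c9792 (-1.93, adjusted p = 0.0841). Of 6 transporters 2 fell, the peptide transporter tor5_c23789 (-1.40, SE 0.19, adjusted p = 0.00929) and tor5_rep_c16952 (-1.23, adjusted p = 0.0223), and 3 differed between the species. Without Torvum infected array 3 the calls of tor5_rep_c3800, tor5_c11332, tor5_rep_c113, tor5_c5139 and tor5_rep_c16952 in Torvum were lost, as they were without control array 1. With the scan day as a block tor5_c11332 (-0.67, SE 0.45, adjusted p = 1), tor5_rep_c113 (1.52, adjusted p = 0.132), tor5_rep_c16952 (-1.52, adjusted p = 0.121) and tor5_c9792 (-1.02, adjusted p = 0.825) no longer passed in Torvum. The study chose these genes on the same samples, so the directions are not independent evidence.

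The remaining groups from the Torvum DEGs gave at most 1 call each in Torvum, except for the terpenoid genes. They were 1 lower of 2 peroxidases, 1 lower of 4 oxylipin and jasmonate genes (1 higher and 2 lower when adjusted over the list alone), 1 lower of 2 hormone genes, 1 lower of 4 transcription factors, 1 higher of 3 histones, 4 higher and 2 lower of 11 terpenoid genes (5 and 2 when adjusted over the list alone), 0 of 4 lipid transfer proteins (limma, 4 at an unadjusted p under 0.05, 3 lower when adjusted over the list alone), 0 of 5 ribosomal proteins (4 at an unadjusted p under 0.05) and 0 of 1 ubiquitin gene (1 at an unadjusted p under 0.05). In eggplant 0 of any of them were called by limma. There the median unigene was above the negative controls on 0 of 6 arrays, except for peroxidases (2) and oxylipin and jasmonate genes (3). Of the groups from the eggplant DEGs, 4 heat shock proteins, 3 lipid transfer proteins, 6 peroxidases, 9 hormone genes, 4 histones and 3 terpenoid genes gave 0 calls in eggplant by limma (4, 2, 4, 3, 4 and 0 at an unadjusted p under 0.05), and of 4 pathogenesis-related proteins 1 fell (2 higher and 1 lower when adjusted over the list alone). In Torvum the same groups gave 1 call each for pathogenesis-related proteins and peroxidases (higher) and cytochromes P450 and terpenoid genes (lower), 1 in each direction for cell wall genes, and 0 for the others. Markers of nematode or other animal, fungal, green tissue, mitochondrial and dividing cell RNA gave 0 calls in eggplant, and 0 of the 6 nematode or other animal unigenes was above the negative controls in any group.

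In uninfected roots, probes of 3 vetispiradiene synthases, enzymes of phytoalexin synthesis in Solanaceae, were brighter on eggplant than on Torvum arrays, tor5_c6915 by 4.02 on the log2 scale (SE 0.22, adjusted p = 3.96e-10), tor5_c8884 by 3.52 (SE 0.25, adjusted p = 6.56e-09) and tor5_c8591 by 2.28 (SE 0.28, adjusted p = 4.6e-06), each with its lowest eggplant array above its highest Torvum array, infected ones included, though the probe of tor5_c8884 was above the negative controls on 0 of 3 Torvum control arrays. Over all unigenes 8.99% were brighter in eggplant and 14.7% in Torvum, and of the 10 genes of Table 4 tor5_c8884 was brighter in eggplant and 6 were in Torvum. The tables argue against the joint normalization (median difference of at least 2.43 under each other scaling), the chip (at least 3.14 on each chip with control arrays of both species) and the scan day (3.20 with it as a term). Hybridization of other eggplant transcripts cannot be told apart, since no eggplant sequence was used here and 0 of the 3 probes carry the mark read here as other targets. A higher level of these transcripts in uninfected eggplant may be a hypothesis beside it, found and tested on the same arrays.

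In uninfected roots the resistance gene analogs tor5_c7274 and tor5_s25440 were also brighter on eggplant arrays, by 7.29-fold and 7.13-fold (adjusted p = 3.41e-09 and 8.53e-08), and of all 80 analogs 14 were brighter in eggplant and 12 in Torvum. They are named for this comparison after their values were seen. Of the 25 chitinases 5 were brighter in eggplant and 6 in Torvum, among the latter tor5_c8583 (-2.35, adjusted p = 2.18e-06) and tor5_c6621 (-1.26, adjusted p = 0.000198). A difference in sequence from the probe lowers the signal of eggplant transcripts, which was not separated from expression here.

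The eggplant count is far below the study's. The authors' normalization is argued against as its cause, since their own values with the contrast adjusted on its own gave 7 called unigenes, of which 7 were among the 14. In 1 fit of 12 arrays, with the contrast still adjusted on its own, the same values gave 19. With p of that fit adjusted over all 6 contrasts of the 4 groups together, they gave 1215, with a median ratio to the paper's FDR of 1.0002. In that adjustment 45.1% of the tests between species passed, and the largest unadjusted p called in eggplant was 0.0325, against 7.01e-05 when its contrast is adjusted on its own. Such an adjustment is therefore a candidate explanation of the difference, while the paper's text does not state which tests were adjusted together.

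In eggplant the first principal component held 42.7% of the variance and followed the scan day rather than infection, with scores of 58, 17.8 and 23.3 for control arrays 2 and 3 and infected array 3, all of scan day 1, and of -43, -28 and -28.1 for control array 1 and infected arrays 1 and 2. In Torvum it held 35.6% with scores of 11.7, -42 and 32.2 for the control and -21.6, 26.2 and -6.5 for the infected arrays.

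With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For Torvum the real split called 172 unigenes and the highest other 0, and for the chitinases 6 and 0, so that 1 of 10 splits, the real one, was as large in each. For eggplant the real split called 14 and the highest other 515, and 2 of 10 were as large, the other being the split that parts the arrays of scan day 1 from the later ones, which points to a structure of the samples. With scan day 1 against later days as a block 20 unigenes were called in eggplant, 4 higher and 16 lower. With p adjusted over 6 contrasts the real split called 152 higher and 237 lower in Torvum, 285 being the highest count of the other splits (1 of 10 as large), and in eggplant 1215 against 2136 for the split by scan day and 1458 for another (3 of 10 as large).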
